# Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells

**DOI:** 10.3389/fimmu.2022.928018

**Published:** 2022-08-16

**Authors:** Philipp Burt, Michael Peine, Caroline Peine, Zuzanna Borek, Sebastian Serve, Michael Floßdorf, Ahmed N. Hegazy, Thomas Höfer, Max Löhning, Kevin Thurley

**Keywords:** T helper cell, cell differentiation, time-course transcriptomics, regression analysis, lineage commitment

## Abstract

Selective differentiation of CD4+ T helper (Th) cells into specialized subsets such as Th1 and Th2 cells is a key element of the adaptive immune system driving appropriate immune responses. Besides those canonical Th-cell lineages, hybrid phenotypes such as Th1/2 cells arise *in vivo*, and their generation could be reproduced *in vitro*. While master-regulator transcription factors like T-bet for Th1 and GATA-3 for Th2 cells drive and maintain differentiation into the canonical lineages, the transcriptional architecture of hybrid phenotypes is less well understood. In particular, it has remained unclear whether a hybrid phenotype implies a mixture of the effects of several canonical lineages for each gene, or rather a bimodal behavior across genes. Th-cell differentiation is a dynamic process in which the regulatory factors are modulated over time, but longitudinal studies of Th-cell differentiation are sparse. Here, we present a dynamic transcriptome analysis following Th-cell differentiation into Th1, Th2, and Th1/2 hybrid cells at 3-h time intervals in the first hours after stimulation. We identified an early bifurcation point in gene expression programs, and we found that only a minority of ~20% of Th cell-specific genes showed mixed effects from both Th1 and Th2 cells on Th1/2 hybrid cells. While most genes followed either Th1- or Th2-cell gene expression, another fraction of ~20% of genes followed a Th1 and Th2 cell-independent transcriptional program associated with the transcription factors STAT1 and STAT4. Overall, our results emphasize the key role of high-resolution longitudinal data for the characterization of cellular phenotypes.

## Introduction

The differentiation of CD4+ T helper (Th) cells into effector cell lineages associated with specific immunological functions is a critical event at the onset of an immune response. Individual Th-cell lineages such as Th1 and Th2 cells can be discriminated by expression of the master-regulator transcription factors T-bet and GATA-3 and by production of signature cytokines such as IFN-γ and IL-4, respectively (1, 2). The differentiation process from naïve Th cells into the various effector cell lineages spans multiple days, and the underlying transcriptional network governing the decision processes changes dynamically throughout differentiation (3, 4). The gene-regulatory networks for Th-cell subset-specific differentiation are quite complex and can be modulated by cell–cell interactions (5). Th-cell phenotypes are not limited to the canonical Thx phenotypes (Th1, Th2, Th17, among others) but also include stable hybrid forms such as Th1/2 cells, which co-express T-bet and GATA-3 as well as IFN-γ and IL-4 (6–8).

In previous studies, combining experimental work with mathematical methods has been a successful approach to gain quantitative insights into Th-cell dynamics and decision-making (9–15). Notably, it was found that although signal integration *via* cytokines is transient and stochastic (16, 17), the resulting decisions regarding the generation of T-cell phenotypes, including selective cytokine secretion, are remarkably stable even in quantitative terms at the single-cell level (10). Nevertheless, assessing the complex interplay of different regulatory elements shaping the phenotypic Th-cell landscape has been exacerbated by the limited availability of kinetic data, which are difficult to obtain experimentally because of small cell numbers occurring *in vivo* especially at early time points. Indeed, experimental and theoretical studies have underlined the value of time-course information for the quantitative understanding of dynamic processes such as T-cell differentiation (4, 18–25).

A still unresolved question in Th-cell differentiation is the lineage identity of mixed cell phenotypes such as Th1/2 hybrid cells. Those cells stably co-producing T-bet and GATA-3 have initially been discovered to arise in mouse models of parasite infections (7), their development was successfully recapitulated *in vitro* (7, 17), and they are a common observation in recently available single-cell phenotyping data sets (8, 26). Other non-conventional Th cells comprise Tfh-like PD-1^hi^CXCR5^-^, ‘peripheral helper’ T cells in rheumatoid arthritis (27), and Th17 cells in a ‘poised type 2 state’ in the context of tissue injury (28). How do hybrid Th-cell lineages relate to the conventional Thx lineages? In particular, do hybrid cells result from mixed or superimposed gene expression programs of two or more conventional lineages, for instance as a combination of genes driven by T-bet and GATA-3 transcription factors in the case of Th1/2 hybrid cells? Or, do they rather evolve toward independent gene expression programs during differentiation?

To address such questions, and to derive a comprehensive picture of transcriptional dynamics during Th-cell differentiation, we performed a high-resolution kinetic analysis of gene expression changes with a 3-h time interval for the very first time points. We closely followed Th-cell differentiation into Th1 and Th2 cells, complemented by Th0 conditions and a Th1/2 hybrid phenotype, each in two independent kinetic transcriptomics experiments. We developed a quantitative workflow to carefully characterize the temporal expression patterns of kinetic genes and to analyze differences between cell types arising in the kinetic transcriptional program. We found a critical lineage bifurcation point approximately ~24 h after antigen stimulation. Notably, we identified a set of genes that show independent behavior in the Th1/2 hybrid cells and are associated with STAT1/4-dependent gene regulation, rather than following T-bet– or GATA-3–dependent transcriptional programs.

## Results

### High-resolution kinetic gene expression analysis reveals a critical bifurcation point early during differentiation

Previous experiments have shown that Th cells can exhibit distinct and mixed phenotypes based on the combination of polarizing cytokine signals. Here, we used an established *in vitro* protocol combining T-cell receptor (TCR) stimulation and polarizing cytokines, to induce Th-cell differentiation toward Th1, Th2, and Th1/2 hybrid cells, supplemented by a Th0 condition with TCR stimulation and blocking antibodies for IFN-γ, IL-12, and IL-4 (**Figure 1A**) (7). The obtained Th-cell lineages were analyzed by flow cytometry, indicating lineage-specific expression profiles of key cytokines and transcription factors, as expected (**Figure 1B**; **Figure S1**). In particular, Th1 cells showed a dominant T-bet and IFN-γ expression profile, Th2 cells showed GATA-3 and IL-4 expression, and Th1/2 hybrid cells showed a mixed phenotype with a stochastic cytokine expression profile in line with previous studies (7, 10). Th-cell transcriptomes were obtained at 10 time points over a time course of 120 h, the first three time points in 3-h intervals. 

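RNA from 74 samples was hybridized to Illumina Mouse Sentrix-6 bead arrays. They hold naive CD4+ T cells of Balb/c mice at 0 h and Th0, Th2, Th1/2 hybrid, and Th1 cells at 3, 6, 12, 24, 35, 48, 73, 96, and 120 h after activation. This gives 37 conditions with 2 arrays each, 1 from each of 2 experiments. The sample labels give 73 h for the time point that Figure 1A places at 72 h and Figure 1C at 76 h, and 73 h is used here. Th1 cells received IL-12 and an antibody against IL-4, Th2 cells received IL-4 with antibodies against IL-12 and IFN-γ, and Th1/2 cells received both IL-12 and IL-4. The values deposited by the authors are probe intensities on the linear scale, from 55.8 to 69892, with array medians between 107 and 111. The paper's methods name background correction, quantile normalization, and log2 transformation, so log2 was taken here and the arrays were not normalized again. This departs from the wording of the plan made before the data were examined, which asked for normexp background correction and quantile normalization of values that are not on the log2 scale; these steps were run as an alternative for gene counts, shares, and late differences. On the log2 scale without them, the correlation coefficients between cell types for 1609 genes among the first 1996 entries of Table S2, the part used here, differed from those of experiment 1 by a median of 3.13e-07, against 0.00754 after normexp and quantile normalization and 0.0686 for experiment 2. A probe was called expressed when its mean in at least 1 condition exceeded the median of all values, 6.77 on the log2 scale. Together with a single gene symbol, this left 23115 probes of 13817 genes, and the brightest probe stood for each of the 5863 genes that have several. All genes were fitted in limma with 1 mean per condition, and p was adjusted by the Benjamini-Hochberg method. A late difference between cell types is the difference of their mean log2 levels over 48, 73, 96, and 120 h, from 8 arrays per cell type. These 8 arrays come from only 2 experiments, and the model takes them as independent. Where a difference between the experiments lasts over these time points, the SE and p of a late difference are thus too small. The number of arrays limits the precision of each fold change, with n = 2 per condition and a median residual SD of 0.15 on the log2 scale.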

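*Il12rb2*, which encodes a chain of the IL-12 receptor, rose on the log2 scale by 3.96 in experiment 1 and by 4.38 in experiment 2 in Th1 cells at 73 h against 0 h (mean 4.17, SE 0.25, adjusted p = 6.19e-18 from limma). *Tnfsf13b*, which encodes the cytokine BAFF, rose in Th2 cells at 73 h by 3.03 and 2.91 (mean 2.97, SE 0.20, adjusted p = 2.13e-16). *Bcl6*, a transcription factor of Tfh cells, rose in Th1 cells at 3 h by 2.61 and 2.82 (mean 2.71, SE 0.26, adjusted p = 5.57e-11). *Ly6c1*, a surface antigen induced by interferons, differed more between the experiments, with 5.97 and 2.51 in Th1 cells at 96 h (mean 4.24, SE 0.92, adjusted p = 2.37e-04). Across the 13817 genes, which are not independent replicates, the fold changes against 0 h in the 2 experiments had a median Pearson's r of 0.892 over the 36 conditions after 0 h, and the median Spearman's rho of the cell types lay between 0.699 at 96 h and 0.833 at 35 h. The lowest Pearson's r were found in Th1/2 cells at 12 h (0.802) and in Th0 cells at 96 h (0.815), and the highest was 0.926. The median SD of the difference between the experiments was 0.27 on the log2 scale.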

Two independent experiments were performed, with very similar overall data quality and gene expression kinetics (**Figure S2**). For many genes that are known to have an important role in Th-cell differentiation, we observed strong up- or downregulation within the time window of the experiment in a cell-type-specific manner (**Figure 1C**). 

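Of the Th1-related genes of Figure 1C, 6 of 9 were kinetic in Th0 cells, 8 in Th1 cells, 7 in Th1/2 cells, and 4 in Th2 cells. Of the Th2-related genes, 1 of 7 was kinetic in Th0 cells, 2 in Th1 cells, 4 in Th1/2 cells, and 5 in Th2 cells. Among the Tfh, Th17, and Treg genes, the numbers were 5, 4, 7, and 8 of 10 in Th0, Th1, Th1/2, and Th2 cells. A kinetic gene differed from 0 h over the time course in limma and by at least 2-fold at 2 consecutive time points. The IL-6 receptor gene *Il6ra* fell in all cell types and reached -3.49 on the log2 scale in Th0 cells at 48 h (SE 0.21, adjusted p = 1.77e-17). The chemokine receptor gene *Ccr6* of Th17 cells fell as well, to -2.75 in Th1/2 cells at 120 h. *Batf*, a transcription factor gene, rose by 2.67 in Th2 cells at 48 h (SE 0.26, adjusted p = 1.13e-11), and *Ccr4*, a Th2 chemokine receptor gene, rose by 1.35 at 120 h; both were kinetic in Th1/2 and Th2 cells and not in Th0 or Th1 cells. All 9 Th1-related genes had higher late levels in Th1 than in Th2 cells, and all 7 Th2-related genes had lower late levels in Th1 than in Th2 cells, with the same counts adjusted over the list alone. The lists come from a figure of these same samples, so these counts are no independent test. *Il13* had lower late levels in Th1 than in Th2 cells (-0.51, SE 0.09, adjusted p = 3.16e-05) without being kinetic in any cell type.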

As expected, genes of the well-known Th1 and Th2 signature cytokines and transcription factors, *Tbx21*, *Gata3*, *Ifng*, and *Il4*, showed a cell-type-specific early response in the corresponding polarizing conditions (**Figure 1D**). 

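*Tbx21*, the gene of T-bet, rose by 3.38 on the log2 scale in Th1 cells at 3 h (adjusted p = 2.18e-09) and stayed between 2.52 and 4.04 until 120 h. It also rose by 3.09 in Th2 cells at 3 h (adjusted p = 1.30e-08), where it was back at 0.76 at 48 h and -0.29 at 120 h (SE 0.38 throughout, n = 2). *Gata3* rose by 0.99 in Th2 cells at 3 h (SE 0.21, adjusted p = 1.53e-04) and reached 1.88 at 73 h, while it fell by 2.08 in Th1 cells at 35 h (adjusted p = 2.10e-11). *Ifng* peaked in Th1 cells at 48 h with 6.67 (SE 0.73, adjusted p = 4.09e-10; 7.73 and 5.61 in the 2 experiments), against 0.22 in Th2 cells. *Il4* rose in all 4 cell types at 3 h by 2.56 to 3.07 and then separated, with 6.27 in Th2 cells (SE 0.75, adjusted p = 3.76e-09) and 2.77 in Th1 cells (adjusted p = 0.00286) at 96 h. In the direct comparison of Th1 with Th2 cells, *Gata3* differed from 3 h on (-1.27, adjusted p = 1.09e-04), *Tbx21* from 12 h on (2.01, adjusted p = 0.00372), *Ifng* from 24 h on (3.67, adjusted p = 0.00200), and *Il4* from 35 h on (-3.99, adjusted p = 7.48e-04). At 3 h, the difference of *Tbx21* between Th1 and Th2 cells was 0.29 (adjusted p = 1.00).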

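In Th1/2 cells, *Tbx21* reached 4.67 above 0 h on the log2 scale at 3 h and was still at 2.71 at 120 h, while *Gata3* rose by 1.03 at 3 h and by 1.85 at 120 h (SE 0.38 and 0.21). *Tbx21* was lower in Th2 than in Th1/2 cells from 12 h (-2.34, adjusted p = 0.00177) through 120 h (-3.01, adjusted p = 7.17e-07, limma). The late level of *Tbx21* in Th1 cells was 0.34 above that in Th1/2 cells (SE 0.19, adjusted p = 0.268), which does not pass. *Gata3* was lower in Th1 than in Th1/2 cells by a late difference of -2.86 (SE 0.10, adjusted p = 2.17e-24), and its late level in Th2 cells was 0.29 above that in Th1/2 cells (adjusted p = 0.127); without the Th2 arrays of experiment 1, this difference was 0.46 (adjusted p = 0.0380). In Th0 cells, *Tbx21* rose to 2.72 above 0 h at 48 h and had returned to 0.76 at 73 h. It was higher in Th2 than in Th0 cells at 3 h (1.69, adjusted p = 0.00973) and lower at 48 h (-1.96, adjusted p = 6.42e-04), and against Th1 cells its level in Th0 cells was lower at 73 h (3.15 higher in Th1 cells, adjusted p = 1.53e-07). *Gata3* in Th0 cells fell by 1.56 at 35 h. At no time point did its difference between Th1 and Th0 cells pass, the smallest adjusted p being 0.0565 at 96 h (-0.68), while its late difference over the 8 arrays was -0.64 (SE 0.10, adjusted p = 1.83e-05).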

Further, the hybrid Th1/2 phenotype featured elevated expression levels of both *Tbx21* and *Gata3*, while Th0 cells showed *Tbx21* dynamics similar to Th2 cells and *Gata3* dynamics similar to Th1 cells.

**Figure 1:**
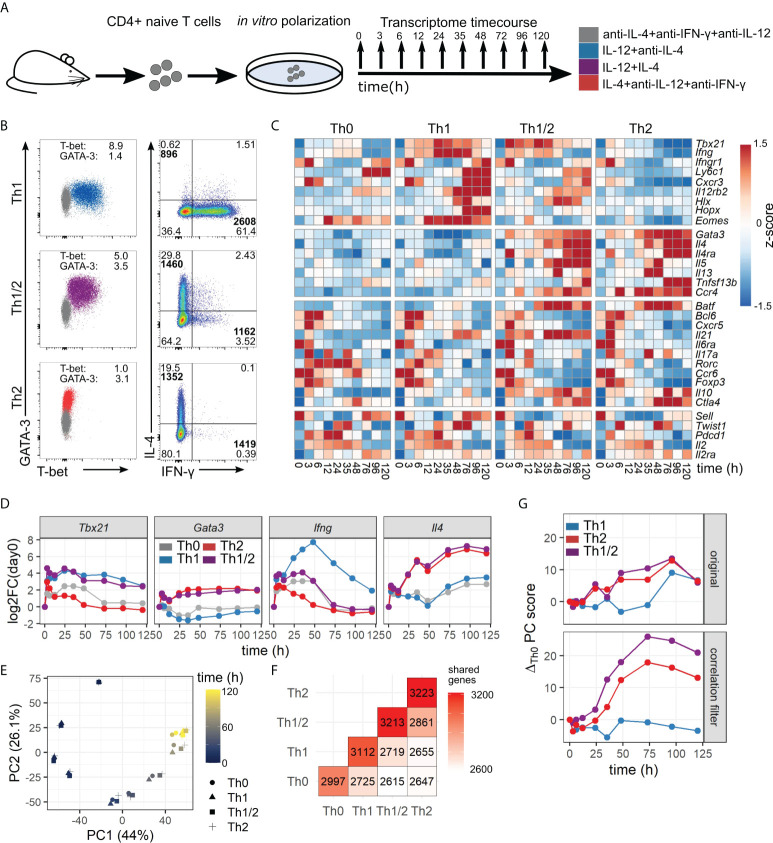
A high-resolution time course of Th-cell differentiation. **(A)** Experimental setup. Th-cell subsets were induced by polarizing signals *in vitro*, and gene expression profiles were obtained at 10 time points between 0 and 120 h after activation. **(B)** Flow-cytometric characterization of Th-cell subsets at day 5 after activation with polarizing conditions as described in **(A)**. Normalized geometric mean indices for T-bet and GATA-3 expression are shown. Geometric mean intensities for IFN-γ- and IL-4-positive cells are indicated in bold. **(C)** Gene-expression profiles of four groups of genes (top to bottom): Th1-related, Th2-related, Tfh, and Th17-related, and other important Th cell-related genes. **(D)** Kinetics of master regulator transcription factors and signature cytokines for individual CD4+ T-cell subsets. Shown are normalized expression intensities as fold change relative to the first measured timepoint (0 h). **(E)** Principal component (PC) analysis of the differentiation time course. Cell subsets are indicated by marker shape. Time of measurement is indicated by color. **(F)** Numbers and overlap of kinetic genes between cell subsets. **(G)** Evolution of PC1 over time. Shown is the difference of PC values with respect to the Th0 condition. Genes with high correlation between subsets were removed (bottom) or kept for comparison (top).

To derive a first overview on general characteristics of the obtained data, we performed principal component analysis (PCA) and hierarchical clustering (**Figure 1E**; **Figures S2B, E**). 

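Expression patterns of Th1 and Th2 cells lay close together at first and moved apart later. In the first 4 principal components of all 13817 genes, their distance at 3 h was 10.4% of its maximum in experiment 1 and 22.3% in experiment 2. It was 35.3% and 20.2% at 24 h and reached the maximum at 73 h in experiment 1 and at 96 h in experiment 2. Th1/2 cells at 73 h lay 37.2 from Th1 cells and 8.30 from Th2 cells in experiment 1, and 30.5 and 3.81 in experiment 2. Of the variance of the 72 arrays after 0 h, time took 80.1%, the cell type 4.89%, the interaction of both 6.98%, the experiment 1.17%, and the rest 6.85%. With every gene scaled to the same variance, time took 55.3%. The first 2 components held 50.8% and 21.0% of the variance in experiment 1 and 48.7% and 24.9% in experiment 2.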

Differences between the analyzed cell types increased gradually, and time was the variable accounting for most of the variance (**Figure 1E**). That is in line with our result of 3,944 kinetic genes out of 12,479 expressed genes obtained by a combination of statistical tests (cf. Methods, *Identification of kinetic genes and temporal patterns*) (**Figure 1F**). 

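*Il2*, the gene of a T-cell growth factor, rose by 7.82 on the log2 scale in Th0 cells at 35 h against 0 h (SE 0.39, n = 2, adjusted p = 2.45e-20, limma). The transcription factor gene *Nr4a2* rose by 5.76 in Th1 cells at 3 h (SE 0.34, adjusted p = 5.61e-17). *Klf2*, which maintains naive T cells, fell to -6.23 in Th1 cells at 35 h (SE 0.31, adjusted p = 3.06e-20), and the IL-7 receptor gene *Il7r* fell to -5.83 in Th0 cells at 35 h (SE 0.27, adjusted p = 1.92e-21). In all, 4612 of 13817 genes (33.4%) were kinetic in at least 1 cell type, and 4603 without the 2 arrays that stand apart from their groups, Th1/2 at 12 h in experiment 1 and Th0 at 96 h in experiment 2. By cell type, 3651 genes (26.4%) were kinetic in Th0, 3751 (27.1%) in Th1, 3992 (28.9%) in Th1/2, and 3913 (28.3%) in Th2 cells, and 3104 genes were kinetic in all 4. Of 18 genes of naive and quiescent T cells, 13 to 15 were kinetic in each cell type. The fold criterion sets these counts: with 1.5-fold in place of 2-fold, 7328 genes were kinetic in at least 1 cell type.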

Next, to analyze the kinetics of cell differentiation, we removed genes that were highly correlated across all four subsets from the data set (**Figure S3A**). In a PCA on that reduced data set, differences between cell fates were far more pronounced than in the original data set (**Figure 1G**; **Figure S3B**). 

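After genes with a correlation above 0.6 in all compared pairs of cell types were left out, 6502 genes remained in experiment 1 and 6120 in experiment 2. The caption of Figure S3A names another rule, removal of genes that exceed the threshold in at least 1 comparison. On these genes, Th1/2 cells lay closer to Th2 than to Th1 cells at 73 h, with distances of 9.51 and 27.6 over the first 4 components in experiment 1 and of 9.41 and 22.6 in experiment 2. Th1 cells lay 4.51 from Th0 cells at 73 h in experiment 1, where Th2 cells lay 37.0 from them, and these distances were 11.1 and 28.2 in experiment 2. The first 2 components held 24.9% and 18.3% of the variance in experiment 1 and 24.4% and 17.0% in experiment 2.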

The differences between cell fates started increasing after approximately 24 h and reached a stable maximum at ~day 3, which was consistent across all first four principal components (**Figures S3C, D**). 

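Genes that differed between Th1 and Th2 cells by at least 2-fold with an adjusted p under 0.05 numbered 54 at 3 h, 34 at 6 h, 19 at 12 h, 96 at 24 h, 118 at 35 h, 178 at 48 h, 358 at 73 h, 364 at 96 h, and 323 at 120 h (limma, 2 arrays per cell type and time point). At 3 h, 44 of the 54 genes were higher in Th2 cells, among them the myosin gene *Myo6* and the prion protein gene *Prnp*, the latter named after its value was seen. *Prnp* was lower in Th1 cells (-2.77 on the log2 scale, adjusted p = 4.52e-09). At 73 h, 184 genes were higher in Th1 and 174 in Th2 cells. On the correlation-filtered genes, the distance between Th1 and Th2 cells over the first 4 components was 13.3% of its maximum at 12 h, 31.4% at 24 h, 63.9% at 35 h, 73.0% at 48 h, and 95.2% at 96 h in experiment 1. In experiment 2, it was 15.8%, 29.6%, 37.4%, 47.4%, and 100% at these times. Without the Th1 arrays of experiment 1, the numbers were 12 at 12 h, 56 at 24 h, 77 at 35 h, and 109 at 48 h, and without those of experiment 2, 15 at 6 h. Without the Th2 arrays of experiment 1, they were 16 at 6 h, 9 at 12 h, 62 at 24 h, and 116 at 48 h, and without those of experiment 2, 9 at 12 h. From the divergence of the cell types between day 1 and day 3, the paper proposes a critical time window around day 1.

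**Figure D1:**
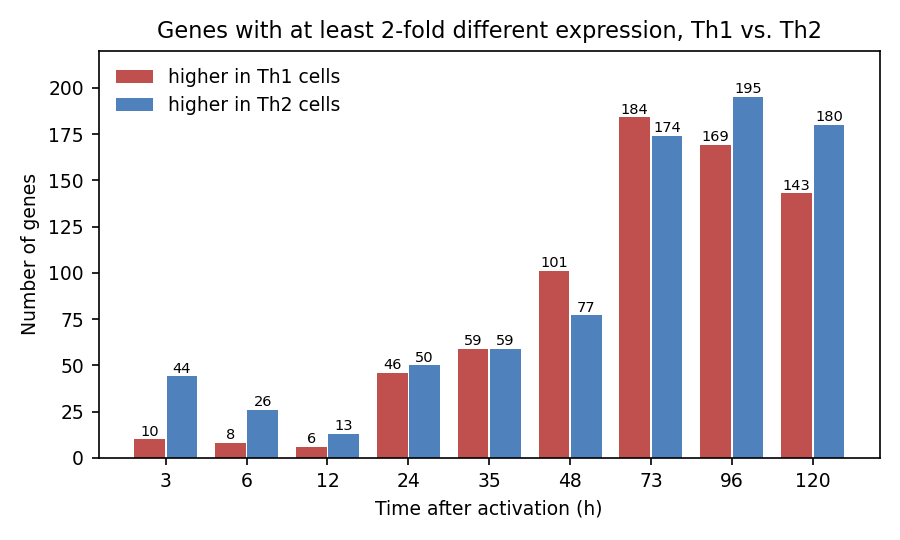
Genes that differ between Th1 and Th2 cells at each time point (adjusted p under 0.05 and at least 2-fold, limma). The vertical axis gives the number of genes higher in Th1 cells and in Th2 cells, and the horizontal axis gives hours after activation.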

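*Rbbp7*, which encodes a chromatin-binding protein, *Hnrnpk* and *Hnrnpa2b1*, which encode RNA-binding proteins, *Eef2*, a translation elongation factor gene, and *Cd247*, the gene of the TCR zeta chain, were low in 1 of the 2 Th1/2 arrays at 12 h; these 5 genes are named after their values were seen. In experiment 1, *Rbbp7* lay -4.13 on the log2 scale from the mean of the other cell types at 12 h, and in experiment 2 it lay 0.17 from it. In that array, 405 genes departed at least 2-fold, 275 of them lower, and 10 of the 405 did so in experiment 2. Its distance from the Th2 array at 12 h in the first 4 components of the correlation-filtered genes was 26.3 in experiment 1 and 3.01 in experiment 2. The Th0 array at 96 h of experiment 2 stood apart as well, with 720 departing genes, 445 of them lower, and 212 of the 720 departed in the same direction in experiment 1. *Rbbp7* lay at -4.33 and *Cd247* at -4.27 in this array. Of the genes low in these 2 arrays, 197 were shared, against 8.86 for independent lists, and 0 and 1 of the 197 were low in the same conditions of the other experiment; these counts were made after the values were seen and carry no test. Over the type I interferon-stimulated genes, the Th1/2 array departed by a median of 0.25, and by 0.17 in experiment 2. Without these 2 arrays, the genes that differed between Th1 and Th1/2 cells at 12 h numbered 11 instead of 25, and those between Th2 and Th1/2 cells 1 instead of 4. With the Th1/2 arrays of experiment 2 left out, these numbers were 354 and 251, and with those of experiment 1 left out, 9 and 1; without the Th1 arrays of experiment 1 or 2, the former was 8 or 15, and without the Th2 arrays of experiment 1, the latter was 0 in limma.

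**Figure D2:**
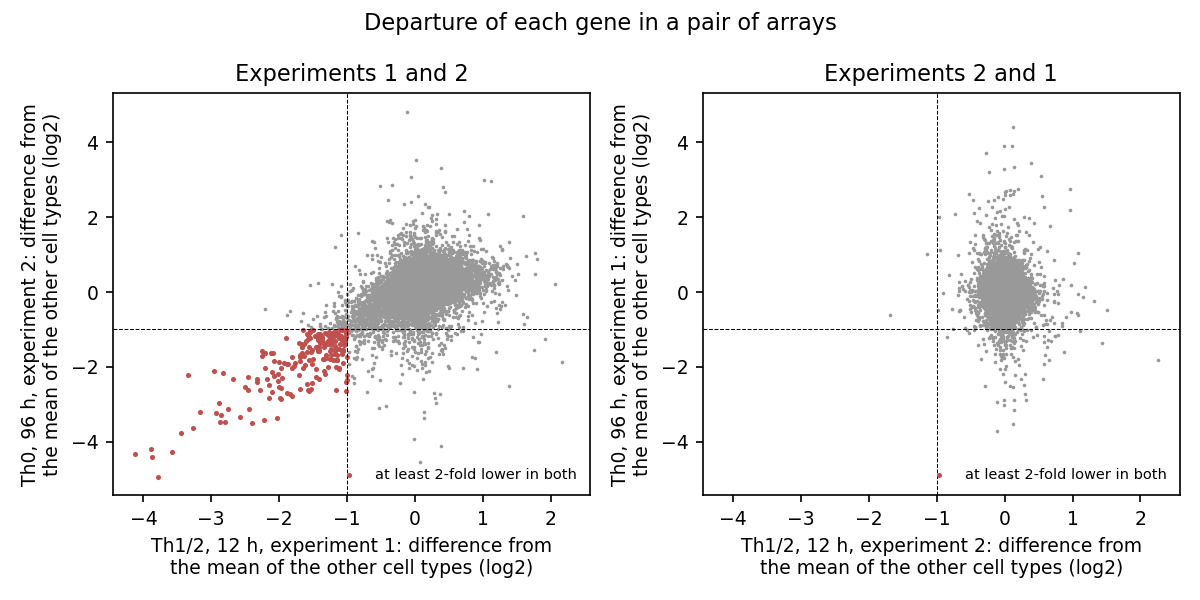
Departure of each gene from the mean of the other cell types at the same time (log2), with Th1/2 at 12 h on the horizontal and Th0 at 96 h on the vertical axis. The left panel shows the arrays of experiments 1 and 2 that stand apart and the right panel the same conditions in the other experiment; genes at least 2-fold lower in both arrays that stand apart are red.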

Intriguingly, the Th1/2 hybrid cell type showed a deviating transient behavior in higher-order principal components (**Figures S3C, D**), already pointing to qualitative differences between the kinetics of individual Th-cell subsets which we shall explore in more detail below.

In summary, our explorative analysis of kinetic gene expression during Th-cell differentiation revealed a bifurcation between individual cell types between day 1 and day 3, suggesting a critical time window for Th-cell differentiation around day 1 after TCR stimulation.

### Early Th-cell differentiation features three major patterns of kinetic gene expression

Having obtained an overview about the global transcriptomic changes during Th-cell differentiation, we next analyzed the genes with significant changes over time in more detail. For this purpose, we first used the established maSigPro (29) software package to cluster the kinetic genes of each subset (**Figures 2A** and **S4A**) (cf. Methods, *Identification of kinetic genes and temporal patterns*). We identified three dominating temporal patterns or kinetic clusters (**Figures 2B**; **Figure S4B**): fast and transient upregulation (C1), delayed and stable upregulation (C2), and stable downregulation (C3). 

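*Irf4*, a transcription factor gene induced by the TCR, and *Il2* belonged to the genes that rose early, while genes of DNA replication rose late. Genes of cluster C1 in Th1 cells had a mean log2 fold change of 0.86 at 3 h, 1.42 at 6 h, 1.44 at 24 h, 0.59 at 73 h, and 0.27 at 120 h. Those of C2 in Th1 cells lay at -0.33 at 3 h, 0.64 at 24 h, 1.49 at 73 h, and 1.57 at 120 h. The clusters hold different genes in each cell type: C2 in Th1/2 cells, with 1838 genes, lay at -0.66 at 6 h, -0.06 at 24 h, and 0.86 at 73 h, and held falling genes such as *Txnip* and *Il7r*. Those of C3 in Th1 cells lay at -0.64 at 3 h, -1.61 at 24 h, and -0.94 at 120 h. In Th0 cells, C1 peaked at 24 h with 1.42, and C3 was lowest at 35 h with -1.63. The clusters were drawn by Ward's method on the correlation of the kinetic genes' profiles in each cell type, with 3 clusters.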

Cluster separation was less convincing when setting the number of clusters to 4 or 5 (**Figures S4C, D**). 

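Cluster C1 held 1268 genes in Th0 (34.7% of its kinetic genes), 1284 in Th1 (34.2%), 1267 in Th1/2 (31.7%), and 1159 in Th2 cells (29.6%). C2 held 1343, 1129, 1838, and 1062 genes in Th0, Th1, Th1/2, and Th2 cells (36.8%, 30.1%, 46.0%, and 27.1%). C3 held 1040, 1338, 887, and 1692 genes in the same order (28.5%, 35.7%, 22.2%, and 43.2%). Of the 4612 kinetic genes, 1301 were assigned to C1 alone, 1111 to C2 alone, and 970 to C3 alone, and 1230 to different clusters in different cell types. Sizes of C2 and C3 depend on single experiments and arrays: without replicate 2, C3 held 1344 genes in Th1/2 cells, without replicate 1 or 2, C2 held 1850 or 1947 and C3 974 or 792 genes in Th2 cells, and without the 2 arrays that stand apart, C3 held 1554 genes in Th1/2 cells. Without replicate 1, C1 held 707 genes in Th0 cells.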

The three kinetic clusters occurred in comparable abundance across all cell types, cluster C1 occurring with slightly lower frequency compared to clusters C2 and C3 (**Figure 2C**). Many well-known Th1 and Th2 cell fate-inducing genes were identified as kinetic and were associated with kinetic clusters in a cell-type-specific manner (**Figure 2D**). In contrast, genes associated with other Th-cell lineages such as *Rorc and Il17a* (Th17) or *Pdcd1* (Tfh) did not show a significant kinetic response according to our criteria. 

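*Gata3* belonged to C3 in Th0 and Th1 cells and to C2 in Th1/2 and Th2 cells. *Il4* was in C2 in Th1/2 and Th2 cells and in C1 in Th1 cells. The IL-4 receptor gene *Il4ra* was kinetic in Th1/2 and Th2 cells, in C2. *Il12rb2* and *Ly6c1* were in C2 in Th0, Th1, and Th1/2 cells and not kinetic in Th2 cells, and *Eomes*, a T-box transcription factor gene, was in C1 in Th0, Th1, and Th1/2 cells and not kinetic in Th2 cells. *Hopx*, a cofactor gene of Th1 cells, was kinetic in Th1 cells alone, in C2, and the cytokine gene *Il10* in Th2 cells alone, in C2. *Tbx21* and *Ifng* were in C1 in all 4 cell types. *Bcl6* was in C1 in Th0 and Th1 cells and in C3 in Th1/2 and Th2 cells. Of the 30 genes of Figure 2D measured here, 23 were kinetic in at least 1 cell type.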

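*Il17a*, the gene of a Th17 cytokine, changed most in Th1 cells at 12 h, by 0.39 on the log2 scale (SE 0.12, n = 2, adjusted p = 0.00621, limma). *Pdcd1*, which encodes the receptor PD-1, changed most in Th1 cells at 24 h, by 0.59 (SE 0.12, adjusted p = 4.3e-05). Both changes are below the 2-fold criterion, and neither gene was kinetic in any cell type.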

Finally, we performed pathway overrepresentation analysis for the kinetic genes associated with each cluster (**Figure 2E**; **Table S1**). 

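Genes of DNA replication and mitosis rose late in all cell types. *Mcm10*, a replication factor gene, rose by 5.54 on the log2 scale in Th2 cells at 35 h (SE 0.16, n = 2, adjusted p = 5.36e-28, limma), and *Top2a*, which encodes topoisomerase II, by 5.22 in Th0 cells at 73 h (SE 0.20, adjusted p = 3.28e-24). Of 34 genes of DNA replication and mitosis, 33 were kinetic in each cell type, and 31 were assigned to C2 in all cell types where they were kinetic (Fisher's exact test, adjusted p = 2.34e-29). The glycolysis gene *Tpi1* rose by 4.58 in Th2 cells at 73 h (SE 0.25, adjusted p = 3.35e-19). Of 16 glycolysis genes, 15 were kinetic in each cell type and 13 were in C2 (adjusted p = 5.14e-11). Of 17 genes of cholesterol synthesis, 7 were in C2 (adjusted p = 0.00141). *Ncl*, which encodes nucleolin, rose by 2.82 in Th1/2 cells at 12 h (SE 0.23, adjusted p = 1.75e-13). All 21 kinetic genes among 25 of ribosome biogenesis were in C1 (adjusted p = 6.71e-17). Of 11 genes of amino acid transport and one-carbon metabolism, 9 were kinetic and 5 were in C1 (adjusted p = 0.0120). These Fisher's exact tests count against all expressed genes. A list can thus pass because many of its members are kinetic, and p alone does not show a preference for a cluster.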

We found that the stably upregulated dynamics of cluster C2 were strongly associated with cell-cycle activity and metabolism, while the transient dynamics of cluster C1 showed enrichment for regulation of transcription and translation. Moreover, we identified early responses for type I interferons and IL-2 signaling in cluster C2, while other immune cell-related signaling activity was found throughout all clusters including the downregulated genes in cluster C3.

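*Socs2*, a gene induced by STAT5, rose by 5.08 on the log2 scale in Th2 cells at 120 h (SE 0.18, n = 2, adjusted p = 4.06e-25, limma), and *Il2ra*, the gene of the IL-2 receptor alpha chain, rose by 3.87 in Th1/2 cells at 96 h (SE 0.29, adjusted p = 6.61e-15). All 15 genes of IL-2 and STAT5 signaling were kinetic in each cell type, but they were spread over the clusters, with 4 in C1 alone (Fisher's exact test, adjusted p = 0.145) and 4 in C2 alone (adjusted p = 0.116). *Eif2ak2*, a type I interferon-stimulated gene, rose by 3.99 in Th0 cells at 73 h (SE 0.93, adjusted p = 6.02e-04). Of 36 such genes, 12 were in C2 alone (adjusted p = 1.47e-04); 23 were kinetic in Th0, 13 in Th1, 8 in Th1/2, and 12 in Th2 cells. Their median was -1.04 in Th0 cells and -1.14 in Th2 cells at 24 h, below the level at 0 h. Of 29 immediate early and TCR-induced genes, 27 were kinetic, 15 were in C1 alone (adjusted p = 1.28e-07) and 7 in C3 alone (adjusted p = 0.0172). The tests count against all expressed genes, so p for a list with many kinetic members does not by itself show a preference for a cluster. Of 18 genes of naive and quiescent T cells, 7 were in C3 alone (adjusted p = 0.00118). Of 17 Th1 effector and cytotoxicity genes, 4 were in C3 alone (adjusted p = 0.116), and of 16 Th2 effector and IL-4-induced genes, 4 were in C2 alone (adjusted p = 0.128).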

**Figure 2:**
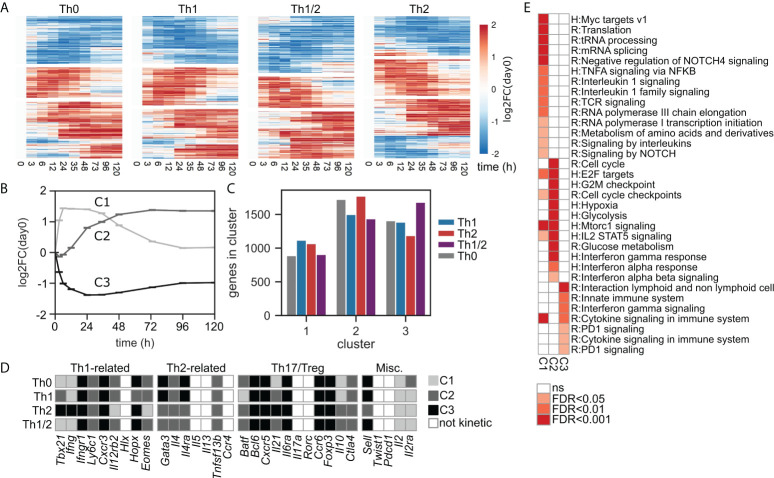
Early Th-cell differentiation features three major patterns of kinetic gene expression. **(A)** Expression heatmap for kinetic genes. **(B)** Normalized expression kinetics of the three identified kinetic gene expression clusters, shown as averages over all genes and all cell types contained in each cluster. **(C)** Quantification of the numbers of identified kinetic genes across cell types within each kinetic cluster. **(D)** Gene classification as non-kinetic or kinetic including cluster association, for the four groups of Th cell-related genes introduced in **Figure 1C**. **(E)** Pathway enrichment analysis for genes uniquely assigned to kinetic clusters C1–C3. Pathways were pooled from REACTOME and Msigdb:Hallmark data bases; for a list of all enriched pathways see **Table S1**.

### A refined selection procedure identifies quantitative and qualitative differences in kinetic gene expression between Th-cell subtypes

Based on the described set of kinetic genes, we next analyzed differences in the dynamics between cell types. To this end, we used a combination of the kinetic differentially expressed genes (DEG) as derived from the maSigPro workflow (quantitative DEG) and an additional filtering step to exclude genes with strong pairwise correlation over time (qualitative DEG) (**Figure 3A**)(Methods, *Selection of quantitative and qualitative differentially expressed genes*). The latter approach allowed us to select for genes that not only show distinct expression levels over several time points but also show dissimilar trends over time (**Figure 3B**). This approach is analogous to a “Volcano plot” representation, which is often employed for selection of genes with high fold increase in static gene expression analysis workflows. Finally, we added a category “cluster switch” based on whether a gene was assigned to a different kinetic cluster (cf. **Figure 2B**) for each comparison of cell types.

**Figure 3:**
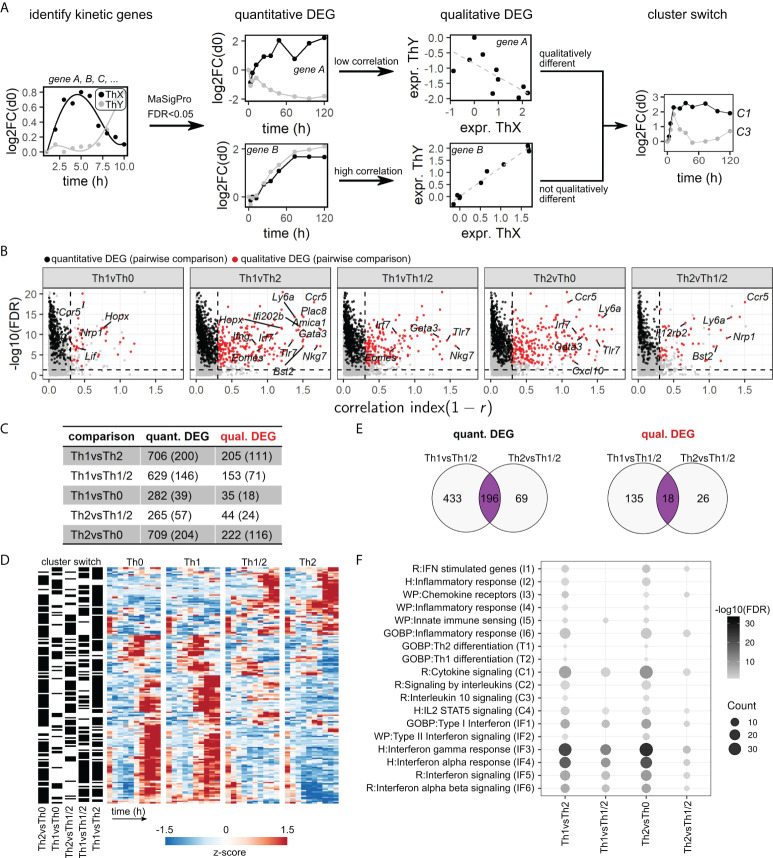
A refined selection procedure identifies quantitative and qualitative differences in kinetic gene expression. **(A)** Workflow illustration. We employed a combination of regression fitting in maSigPro to derive quantitative differentially expressed genes (DEG), followed by a correlation filter to identify qualitative DEG and by an analysis of switching of kinetic clusters between cell types. **(B)** Correlation volcano plots based on the workflow in **(A)**. Genes are categorized as kinetic (gray), quantitative DEG (black), or qualitative DEG (red). See Methods for details. **(C)** Numbers of qualitative and quantitative DEG obtained for each comparison of cell types. Brackets indicate the numbers of kinetic cluster switches. **(D)** Expression heatmap for all qualitative DEG exhibiting kinetic cluster switches in at least one comparison of cell types, as indicated on the left. **(E)** Venn diagrams of quantitative (left) and qualitative (right) DEG shared between Th1 or Th2 cells and Th1/2 hybrid cells. **(F)** Pathway enrichment analysis of DEG for all pairwise comparisons between cell types. Pathways were pooled from REACTOME, GO:BP, Msigdb:C2:WikiPathways, and Msigdb:C3:TFT databases. Shown are pathways with significant enrichment in at least two comparisons.

The set of kinetic DEG derived from our data set contained 706 quantitative DEG, out of which 205 are also qualitative DEG, out of which 111 also are subject to cluster switch, as exemplified for the Th1 vs. Th2 comparison (**Figure 3C**; **Table S2**). 

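*Plac8*, which encodes a cysteine-rich lysosomal protein, had the largest late difference in favor of Th1 cells among the genes named here, 6.03 on the log2 scale (SE 0.32, 8 arrays per cell type, adjusted p = 5.92e-19, limma). *Il18r1*, the gene of an IL-18 receptor chain, was higher in Th1 cells by 4.36 (SE 0.15, adjusted p = 9.24e-26), and *Jaml*, the gene of a junction adhesion molecule, by 3.45 (SE 0.32). In Th2 cells, *Myo6* was higher (Th1 minus Th2 -3.66, SE 0.21, adjusted p = 9.11e-18), as were *Akr1c18*, a progesterone-metabolizing enzyme gene (-3.30), *Asb2*, a ubiquitin ligase subunit gene (-3.28, SE 0.17, adjusted p = 2.00e-19), the cytokine gene *Il24* (-3.19), and the Th2 chemokine receptor gene *Ccr8* (-3.10). *Adgre1*, the gene of the surface protein F4/80, was lower in Th1 cells (-2.52, SE 0.09, adjusted p = 2.43e-24) and also changed cluster. Of the kinetic genes, 1386 were quantitative DEG between Th1 and Th2 cells, 243 of these (17.5%) had a correlation between the cell types under 0.7, and 28 of those switched clusters. Late levels were higher in Th1 cells for 595 of the 1386 genes and lower for 589. Without the 2 arrays that stand apart, 1472 and 250 genes were quantitative and qualitative DEG. Without the Th1 arrays of experiment 1, 872 genes were quantitative DEG, and without the Th2 arrays of experiment 1, 892.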

A visual inspection of this set of genes showed clearly distinguishable patterns between Th1 and Th2 cells (**Figure 3D**). 

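Between Th1 and Th1/2 cells, *Il18r1* differed most among the genes named here that were higher in Th1 cells (late difference 3.76 on the log2 scale, SE 0.15, adjusted p = 3.20e-23, limma). *P2ry14*, a nucleotide-sugar receptor gene, differed by 2.73 (SE 0.13, adjusted p = 5.65e-20). Between Th2 and Th0 cells, *Il24* differed by 5.18 (SE 0.26, adjusted p = 1.23e-19) and *Samd9l*, an antiviral gene, by -4.74 (SE 0.40, adjusted p = 6.04e-13). The chemokine receptor gene *Cxcr1* was 3.63 higher in Th1 than in Th0 cells (SE 0.09, adjusted p = 9.03e-30), and *Igfbp7*, a gene of a growth factor-binding protein, was lower in Th1 than in Th0 cells (-2.45, SE 0.20, adjusted p = 1.15e-12). Between Th2 and Th1/2 cells, *Ddc*, a decarboxylase gene, differed by 1.95 (SE 0.15, adjusted p = 2.92e-13) and *Ffar2*, a fatty acid receptor gene, by -2.43 (SE 0.14). Quantitative and qualitative DEG numbered 1128 and 156 for Th1 vs. Th1/2, 302 and 54 for Th1 vs. Th0, 272 and 38 for Th2 vs. Th1/2, and 1731 and 321 for Th2 vs. Th0. Of these, 15, 10, 4, and 45 switched clusters. Without the 2 arrays that stand apart, the counts were 1145 and 157, 266 and 47, 282 and 40, and 1571 and 309. The quantitative counts fell without the arrays of experiment 1 from a compared cell type, to 737 (Th1 vs. Th1/2) and 201 (Th1 vs. Th0) without Th1, and to 159 (Th2 vs. Th1/2) and 1144 (Th2 vs. Th0) without Th2; the count for Th2 vs. Th1/2 was 175 without those of Th1/2 cells. Qualitative DEG of Th1 vs. Th0 numbered 94 without the Th0 arrays of experiment 1, and cluster switches 4 without replicate 2.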

Apart from Th1 vs. Th2 DEG, we found the highest numbers of DEG in the Th1 vs. Th1/2 and Th2 vs. Th0 comparisons (**Figure 3C**), as expected based on PCA analysis (cf. **Figure 1E**). 

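*Gbp5* and *Gbp2b*, guanylate-binding protein genes induced by IFN-γ, *Nrp1*, which encodes neuropilin 1, the DNA sensor gene *Aim2*, and *Csf1*, the gene of a macrophage growth factor, were qualitative DEG both in Th1 vs. Th1/2 and in Th2 vs. Th1/2. These 5 belong to 11 such genes, against 1.29 for independent lists; the others are *Ms4a6d*, *Gnat1*, *Ttc37*, *Atp10a*, *Rgs1*, and *Serpina3f*. Of the 11, *Gbp2b*, *Aim2*, *Csf1*, *Ms4a6d*, *Gnat1*, *Ttc37*, *Atp10a*, *Rgs1*, and *Serpina3f* are named after their values were seen. Quantitative DEG were shared by 181 genes, against 66.5 for independent lists; 947 genes were DEG in Th1 vs. Th1/2 only and 91 in Th2 vs. Th1/2 only. Without the 2 arrays that stand apart, 188 and 11 genes were shared. Of the 181 genes, 74 had late levels in Th1/2 cells between those of Th1 and Th2 cells, among them the cathepsin gene *Ctsw*; 28 were higher in Th1/2 than in both, 36 were lower than in both, among them *Tespa1*, a gene of TCR signaling, and 43 did not differ late in both comparisons. *Tespa1* lay 1.46 higher in Th1 and 1.63 higher in Th2 than in Th1/2 cells on the log2 scale (adjusted p = 5.50e-10 and 1.06e-10, limma). Both comparisons use the same Th1/2 arrays, which can raise the overlap by itself. The numbers for independent lists are thus no reference for the 181 and 11 shared genes. The Th1/2 arrays were split by experiment for the quantitative DEG only, so the 11 qualitative DEG have no such reference. With experiment 1 of the Th1/2 cells compared with Th1 and experiment 2 with Th2 cells, 113 genes were shared, against 38.9 for independent lists, and 103 with the experiments exchanged, against 33.8. The shared quantitative DEG numbered 105 without the Th1/2 arrays and 114 without the Th2 arrays of experiment 1, and the shared qualitative DEG 7 without the naive array of experiment 2.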

Notably, we consistently identified DEG that were shared between the Th1 vs. Th1/2 and Th2 vs. Th1/2 comparisons, across quantitative, qualitative, and cluster-switching DEG (**Figure 3E**), suggesting that not all parts of the Th1/2 cell transcriptome directly follow either the Th1- or Th2-cell gene expression program. As in the kinetic cluster analysis above, we found that many of the well-known Th1 and Th2 cell-associated genes such as *Gata3*, *Ifng*, *Eomes*, and *Il4* were identified as DEG, supplemented by other genes such as *Nkg7* and *Bst2* (**Figure 3B**; **Figure S4E**, **Table S2**). 

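*Ifng* was 4.89 higher on the log2 scale in Th1 than in Th2 cells over the late time points (SE 0.37, 8 arrays per cell type, adjusted p = 2.46e-14, limma), 3.74 higher than in Th1/2 cells (adjusted p = 8.73e-11), and 4.03 higher than in Th0 cells (adjusted p = 2.86e-11). *Nkg7*, a cytotoxic granule gene, was higher in Th1 cells 12.1-fold against Th2 (log2 SE 0.13, adjusted p = 2.04e-24) and by 3.02 on the log2 scale against Th1/2 cells (adjusted p = 1.83e-21). *Eomes* differed by 1.98 between Th1 and Th2 cells (SE 0.25, adjusted p = 2.97e-08). *Gata3* was lower in Th1 than in Th2 cells (-3.15, SE 0.10, adjusted p = 5.11e-26), with a correlation of -0.63 between their time courses, and *Il4* was lower as well (-3.69, SE 0.38, adjusted p = 1.64e-10). *Il4* was higher in Th2 than in Th0 cells by 4.34 (adjusted p = 1.59e-12). *Bst2*, which encodes the antiviral protein tetherin, had higher late levels in Th1 than in Th2 cells (1.61, SE 0.35, adjusted p = 4.66e-04), with 2.62 in experiment 1 and 0.61 in experiment 2; without the Th1 arrays of experiment 1, the difference was 0.63 (adjusted p = 0.279). Against Th0 cells, *Bst2* was lower in Th2 cells (-2.18, SE 0.35, adjusted p = 3.56e-06). Between Th1 and Th2 cells, *Gata3*, *Ifng*, *Eomes*, *Il4*, *Nkg7*, and *Bst2* were all qualitative DEG.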

Pathway overrepresentation analysis (**Figure 3F**; **Table S1**) revealed strong enrichment of interferon-related pathways (IF) across all comparisons, except for the Th1 vs. Th0 contrast, which did not contain any enrichment for the pathways we considered. 

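Type I interferon-stimulated genes were lower in Th2 than in Th0 and Th1 cells at late time points. Of 36 such genes, 35 were lower in Th2 than in Th0 cells (36 adjusted over the list alone), with a median late difference of -1.60 on the log2 scale, and 33 were higher in Th1 than in Th2 cells (35 adjusted over the list alone), with a median of 1.29 that fell to 0.37 without the Th1 arrays of experiment 1 (camera adjusted p = 4.83e-04). The camera test of limma gave an adjusted p of 4.17e-18 for Th2 vs. Th0 and of 6.27e-15 for Th1 vs. Th2, with adjusted p = 0.192 and adjusted p = 0.253 with an estimated correlation. Against Th1/2 cells, 2 of the 36 genes were lower in Th2 cells, with a median of -0.28 (camera adjusted p = 1.19e-05, and adjusted p = 0.644 with an estimated correlation). In Th1 vs. Th0, 1 gene was lower in Th1 cells, with a median of -0.31 (camera adjusted p = 0.00875, and adjusted p = 0.951 with an estimated correlation). *Ifit3*, which encodes an antiviral protein, differed by -3.68 between Th2 and Th0 cells (SE 0.54, adjusted p = 7.17e-07). Between Th1 and Th1/2 cells, 17 of the 36 genes were higher in Th1 cells (27 adjusted over the list alone), with a median of 0.93. Camera gave an adjusted p of 2.11e-09 here, and adjusted p = 0.338 with an estimated correlation. Without the Th1 arrays of experiment 1 the median was 0.05. Of the 36 genes, 26 were kinetic in at least 1 cell type. These were qualitative DEG more often than other kinetic genes in Th2 vs. Th0 (15 of 26, Fisher's exact test, adjusted p = 2.55e-10) and in Th1 vs. Th2 (6 of 26, adjusted p = 0.00569). Of 25 GTPase and antigen presentation genes induced by IFN-γ, 18 were higher and 2 lower in Th1 than in Th2 cells (20 and 2 adjusted over the list alone), and 14 were lower in Th2 than in Th1/2 cells (16 adjusted over the list alone). *Gbp7*, a guanylate-binding protein gene, differed by 2.71 between Th1 and Th2 cells (SE 0.16, adjusted p = 2.26e-17). In Th1 vs. Th0, 8 of the 25 genes were higher in Th1 cells and 0 lower over 3 to 12 h (median 0.57), and 2 were higher at late time points (median 0.03, camera adjusted p = 0.629), and 3 were qualitative DEG (adjusted p = 0.00902); without the Th1 arrays of experiment 2 the median was 0.25 (camera adjusted p = 0.00170). With an estimated correlation, camera calls held for the IFN-γ-induced genes in Th1 vs. Th2, Th2 vs. Th1/2, and Th2 vs. Th0, for the Th1 effector genes in all 5 comparisons, and for the Th2 effector genes in Th1 vs. Th2, Th1 vs. Th1/2, and Th2 vs. Th0. Against 0 h, the median of the type I interferon-stimulated genes in Th0 cells at 96 h was 1.91 in experiment 1 and 0.52 in experiment 2.

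**Figure D3:**
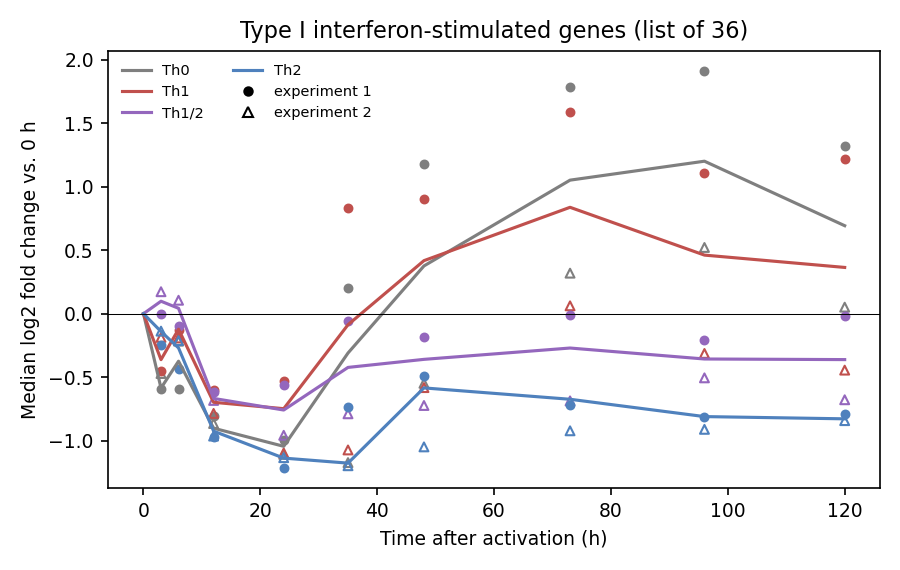
Median log2 fold change against 0 h of 36 type I interferon-stimulated genes in each cell type over hours after activation. Lines show the mean of both experiments, filled circles experiment 1, and open triangles experiment 2.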

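*Ctsw*, which encodes a cathepsin of cytotoxic cells, was 2.92 higher on the log2 scale in Th1 than in Th2 cells at late time points (SE 0.13, 8 arrays per cell type, adjusted p = 1.58e-21, limma), and *Klrd1*, the gene of a killer-cell receptor, was 2.11 higher (SE 0.09, adjusted p = 1.88e-22). Of 17 Th1 effector and cytotoxicity genes, 10 were higher and 0 lower in Th1 than in Th2 cells (11 and 0 adjusted over the list alone; camera adjusted p = 5.83e-14). They contained 6 qualitative DEG in Th1 vs. Th2 (Fisher's exact test, adjusted p = 1.27e-04), 4 in Th2 vs. Th0 (adjusted p = 0.0348), 3 in Th1 vs. Th1/2 (adjusted p = 0.0355), and 2 in Th1 vs. Th0 (adjusted p = 0.0507). The transcription factor gene *Egr2*, which TCR signals induce, was lower in Th1 than in Th2 cells (-1.96, SE 0.25, adjusted p = 4.64e-08), and *Irf4* was 2.01 higher in Th2 than in Th0 cells (SE 0.15, adjusted p = 1.45e-14). Of the 29 immediate early and TCR-induced genes, 5 were higher and 5 lower in Th1 than in Th2 cells, and camera called the list in none of the 5 comparisons.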

T-cell differentiation (T) and most of the pathways accounting for chemokine signaling and generic inflammatory patterns (I) were moderately enriched in the Th1 vs. Th2 and Th2 vs. Th0 comparisons only. 

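Of 16 Th2 effector and IL-4-induced genes, which include cytokine and receptor genes, 14 were lower in Th1 than in Th2 cells (camera adjusted p = 1.95e-23), 14 were lower in Th1 than in Th1/2 cells (adjusted p = 4.86e-32), and 14 were higher in Th2 than in Th0 cells (adjusted p = 7.82e-23), with the same counts adjusted over the list alone. Their mean late differences on the log2 scale were -1.53, -1.51, and 1.69. *Il4ra* was lower in Th1 than in Th2 cells (-1.42, SE 0.13, adjusted p = 3.44e-12, limma), and *Il5*, the gene of an eosinophil growth factor, by a smaller amount (-0.45, SE 0.09, adjusted p = 2.72e-04). They held 5, 4, and 6 qualitative DEG in Th1 vs. Th2, Th1 vs. Th1/2, and Th2 vs. Th0 (Fisher's exact test, adjusted p = 2.76e-04, 0.00237, and 9.43e-05). Between Th2 and Th1/2 cells, 3 of the 16 were higher and 1 lower in Th2 cells. Of 15 IL-2 and STAT5-induced genes, 4 were lower and 1 higher in Th1 than in Th2 cells, and *Cd83*, an activation marker gene, was 2.84-fold lower in Th1 cells (log2 SE 0.18, adjusted p = 8.49e-09).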

The broader “cytokine” category (C) contained highly enriched pathways across all comparisons but also pathways lacking significant hits for the Th1 vs. Th1/2 and Th2 vs. Th1/2 comparisons.

Overall, this high-resolution kinetic data set allowed for a fine-tuned approach to kinetic gene expression analysis in terms of quantitative, qualitative, and kinetic cluster-switching DEG, yielding a quantifiable classification suitable for direct assessment of the role of each gene in lineage-specific Th-cell differentiation programs.

### Hybrid Th1/2 cells are enriched for a STAT1/4-dependent gene expression program that is independent of Th1 and Th2 cell-specific gene regulation

Our analysis based on the identified qualitative DEG consistently revealed an overlap of Th1 vs. Th1/2 and Th2 vs. Th1/2 DEG (**Figure 3E**). That suggests that the majority of the kinetic transcripts in Th1/2 hybrid cells follows either the Th1- or the Th2-cell gene expression program, while a substantial fraction of the transcriptome differs from that of both Th1 and Th2 cells. We reasoned that such transcriptional kinetics could result from either “superposition”, which is a combined effect of Th1- and Th2-cell types of gene regulation, or from an “independent” gene expression program, which is an expression pattern that cannot be attributed to Th1 or Th2 cells nor to their combination.

To further investigate the relation of Th1/2 hybrid cells to Th1 and Th2 cells, we restricted the analysis to the set of Th1 vs. Th2 DEG, thereby focusing on genes that are highly related to differential Th-cell fate development (**Figure 4A**). Next, we set up a linear regression model to describe the transcriptional program of Th1/2 hybrid cells as a function of Th1- and Th2-cell gene expression. The resulting regression coefficients β_Th1_ and β_Th2_ for each gene span a plane in which additive and subtractive effects relating to Th1 and Th2 cell gene expression are directly accessible (**Figure S5A**). We grouped all considered Th1 vs. Th2 DEG into “Th1-like”, “Th2-like”, “Superposition”, and “Independent” categories, based on the significance of the β_Th1_ and β_Th2_ regression fitting (**Figures 4B, C**; **Table S3**)(cf. Methods, *Linear model analysis*). 

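*Il4* in Th1/2 cells followed Th2 cells in the regression, with coefficients of 0.09 for Th1 and 1.00 for Th2, as did *Gata3* with 0.20 and 0.99, *Nkg7* with 0.10 and 0.74, and *Batf* with 0.11 and 0.92. *Plac8* (0.74 and 0.15), *Cxcr3* (0.69 and 0.23), and *Il12rb2* (0.56 and 0.69) were assigned to the Th1-like genes. Of the 243 qualitative DEG of Th1 vs. Th2, 105 (43.2%) were Th2-like and 23 (9.47%) Th1-like, with p under 0.05 for one coefficient alone over the 9 time points after 0 h. The call reads whether a coefficient passes: for *Il12rb2*, the Th2 coefficient was the larger one and did not pass.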

As expected based on the PCA and DEG analysis results, a large fraction of genes in the Th1/2 hybrid cell expression profile was classified as “Th2-like”, again indicating the overall similarity of the Th1/2 hybrid phenotype to the Th2 cell type (**Figure 4C**). Another large fraction of genes was classified as “Superposition” or “Independent”, and quite remarkably, we found those two categories at almost the same frequency.

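*Tbx21* in Th1/2 cells drew on both programs, with coefficients of 0.90 for Th1 and 0.48 for Th2, both past the threshold. *Ifng* had 0.35 and 1.15, *Il18r1* 0.23 and 0.84, and *Myo6* 0.34 and 0.81. *Nuak2*, a kinase gene, had 1.85 and -0.57, with late levels of 9.06 in Th1/2, 8.44 in Th1, and 7.25 in Th2 cells on the log2 scale. Of the 243 genes, 111 (45.7%) were Superposition and 4 (1.65%) Independent. The Independent genes were *Bst2*, *Prss35*, a serine protease gene, *Ifi202b*, an interferon-inducible gene, and *Atp10a*, a phospholipid flippase gene. The last 3 are named after their values were seen. None of these genes was kinetic in Th1/2 cells, and *Prss35* and *Ifi202b* had low mean levels of 6.54 and 7.16. Where a gene changes little in Th1/2 cells, neither coefficient may pass, so the call alone does not show a separate program. *Bst2* had late levels of 10.3 in Th1, 9.73 in Th1/2, and 8.70 in Th2 cells. *Atp10a* was lower in Th1/2 cells (9.00) than in Th1 (10.5) and Th2 cells (9.72). The share of Independent genes was 9.05% with an intercept in the regression and 5.35% with p under 0.01.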

**Figure 4:**
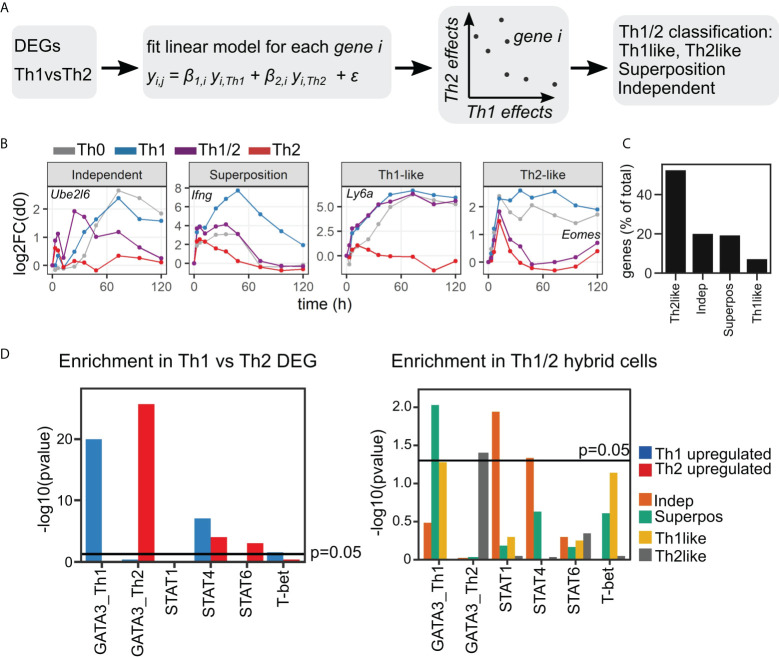
Superposition and independence of genes in Th1/2 hybrid cells. **(A)** Workflow sketch. Based on the identified qualitative Th1 vs. Th2 DEG (see **Figure 3C**), similarity of genes to the expression profile of Th1/2 hybrid cells was assessed by a linear regression model. **(B)** Time courses of representative genes, and **(C)** quantification of gene classification into the four different categories. **(D)** Enrichment analysis using published transcription factor target gene sets (see text). Left: Analysis of upregulated genes in Th1 (Th2) cells, which are taken as Th1 vs. Th2 DEG with expression values higher (lower) in Th1 compared to Th2 cells. Right: Analysis of the Th1/2 hybrid transcriptional profile along the gene categories obtained in **(A–C)**.

To further evaluate the described types of genes in context of the overall transcriptional program, we performed enrichment analysis with regard to both general regulatory gene sets as well as Th cell-specific gene sets obtained from publicly available Chip-Seq data (30–34). For the Th cell-specific gene sets, we focused on the transcription factors GATA-3, T-bet, and STAT1/4/6, which are known to be key regulators of Th-cell differentiation. As expected, in the overall Th1 vs. Th2 contrast, the Th1 cell-related genes were enriched for T-bet, STAT4, and Th1-cell specific GATA-3 targets, while the Th2 cell-related genes were enriched for STAT6 and Th2-cell-specific GATA-3 and targets (**Figure 4D**, left panel). Interestingly, we found enrichment for STAT4 binding in Th2-related genes, which could be due to inhibitory signals of STAT4 target genes during Th2 differentiation. In the Th1-like and Th2-like genes of the Th1/2 hybrid cells, we also found strong enrichment for T-bet and GATA-3 target genes, respectively (**Figure 4D**, right panel). The superposition genes showed strong enrichment in the GATA-3 target genes of Th1 cells. In contrast, in the independent genes of the Th1/2 hybrid cells, we identified a significant signature of STAT1 and STAT4 target genes that is absent in all other types of Th1/2 hybrid cell genes. This pattern of a dominating STAT-dependent transcriptional program for Independent genes and dominating GATA-3-dependent regulation for Superposition genes was consistent for our two independent replicates and was robust to changes in the applied thresholds for statistical analysis (**Figures S5B–E**). In contrast, analysis of unbiased gene sets derived from public data bases did not result in any significant gene sets (**Figure S6**).

Taken together, we found that the majority of genes in the Th1/2 hybrid cells closely follow either the Th1- or Th2-cell transcriptional programs, but about 20% of the remaining genes showed independent behavior rather than being explained by a combination of Th1- and Th2-dependent effects. In contrast to the expression profiles of Th1 and Th2 cells, which were dominated by T-bet and GATA-3 control, those independent genes in Th1/2 hybrid cells were significantly enriched for STAT1 and STAT4 target genes.

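*Bst2* and *Prss35* were Independent in each experiment taken alone, while *Atp10a* was Th2-like in experiment 1 and *Ifi202b* was Th1-like. *Gata3* and *Nkg7* were Th2-like in experiment 1 and Superposition in experiment 2, and *Tbx21* and *Ifng* were Superposition in both. In experiment 1, 118 of the 243 genes (48.6%) were Th2-like, 91 (37.4%) Superposition, 21 (8.64%) Th1-like, and 13 (5.35%) Independent. In experiment 2, these were 111 (45.7%), 100 (41.2%), 23 (9.47%), and 9 (3.70%). With each experiment fitted alone, 82 genes were Th2-like, 57 Superposition, 13 Th1-like, and 4 Independent in both fits; of the latter 4, only *Bst2* and *Prss35* were Independent in the mean of the experiments.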

## Discussion

The commitment of Th cells to a specific effector state is one of the key decision-making processes at the beginning of an immune reaction and has far-reaching consequences regarding the type and strength of the response. That decision can have severe consequences in the context of diseases including autoimmune disorders (35, 36), cancer (37), or viral infections including SARS-CoV-2 (38). Here, kinetic gene expression analysis at high temporal resolution especially in the very early phase of cell differentiation allowed us to derive a full picture of the transcriptional landscape during Th1, Th2, and Th1/2 cell differentiation, and to achieve a detailed classification of the kinetically changing genes. We could pinpoint a critical time window at ~24 h after TCR stimulation, where the lineages start to show divergent behavior, and we provide detailed information regarding kinetic patterning of genes within and between Th-cell effector subtypes.

Recently, high-content single-cell technologies such as CyTOF and single-cell sequencing have allowed deep insights into the rich and previously unforeseen diversity of the phenotypic space of effector Th cells, which can cover the full spectrum between and around the conventional Th1, Th2, Th17, etc., cells (8, 26, 39, 40). Furthermore, non-conventional Th-cell phenotypes have been discovered for instance in the contexts of rheumatoid arthritis and tissue injury (27, 28). Such findings have raised the question whether immune cell phenotypes should be regarded as a continuous landscape rather than a set of discrete states (40). This question cannot be answered solely based on static data, which describes heterogeneity but does not give any information regarding the mechanism and the origin of that heterogeneity. Previous longitudinal studies of Th-cell differentiation have provided valuable insights into the regulation of Th-cell differentiation, for example in uncovering regulatory networks during Th17 differentiation (19) and describing the kinetics of Th1- and Th2-cell differentiation (20, 21). However, we found that the available data sets are lacking the high time resolution especially at the onset of Th1- and Th2-cell differentiation that is necessary to derive a full picture of differential gene-expression dynamics, and time-course transcriptomics of a mixed phenotype such as Th1/2 hybrid cells were still missing in the literature.

To study the differentiation kinetics of both the conventional Th1 and Th2 cells and the non-conventional Th1/2 hybrid cell lineage in detail, we started from *ex vivo* sorted naïve cells and performed carefully controlled generation of Th1, Th2, and hybrid Th1/2 cells *in vitro*. The generated Th1/2 hybrid cells showed a mixed phenotype (**Figure 1B**), in which nearly all cells were double-positive for the transcription factors T-bet and GATA-3. The frequencies of double-positive cytokine-producing Th1/2 cells were in line with synergistic regulation by T-bet and GATA-3 of stochastic cytokine production in these cells: for instance, the frequency of IL-4-producing cells within IFN-γ-producing cells is 2.43/(2.43 + 3.52)=41%, and thus higher than the total frequency of 29.8%+2.4%=32.2% of IL-4-producing Th1/2 cells. In line with our previous studies indicating stable generation of hybrid Th1/2 cells *in vivo* (7, 10), those data point to a well-defined lineage identity for Th1/2 hybrid cells, although more detailed single-cell studies of those cells will be needed to assess their heterogeneity.

Here, we performed detailed time-course transcriptomics in all three cell types. That data allowed us to directly compare the changes of individual genes between the hybrid cells and the related conventional Th1 and Th2 cells over the full time course of Th-cell differentiation. After explorative analysis by hierarchical clustering and PCA, in a first step we analyzed kinetic DEG by statistical methods analogous to previous work by Aijo et al. (20), but here employing a much higher time resolution of 3-h intervals in the first 12 h after differentiation onset. In addition, in a second step, we employed kinetic correlation analysis as a surrogate for quantitative expression changes, and we suggest to use such computation of “quantitative DEG” analogously to expression fold changes that are routinely used in so-called volcano plots in static transcriptomics analysis.

We found that despite the co-expression of T-bet and GATA-3 in the Th1/2 hybrid cells, the majority of genes showed “bi-modal” behavior and closely followed either the Th1 or the Th2 cell type dynamics. Only a fraction of ~20% of genes showed the expected “in-between” behavior, that is, a superposition of the Th1- and Th2-dependent effects. An equal portion of again ~20% of genes showed an independent behavior, which means the temporal evolution of those genes could not be attributed to either Th1 or Th2 kinetic patterns or the combination of both. Notably, we found that the independent genes in the Th1/2 hybrid cells do not follow the otherwise dominant signature of T-bet or GATA-3 target gene enrichment but rather are enriched for STAT1- and STAT4-dependent gene regulation. Further research is required to derive a full, quantitative understanding of this complex and intertwined gene-regulatory network.

Taken together, our analysis revealed a substantial commitment of the hybrid Th1/2-cell lineage to the corresponding conventional, polarizing Th1- and Th2-cell lineages; nevertheless, we also identified fractions of the gene expression program accounting for independent or intermediate states. This suggests that the question of a continuous versus discrete gene expression landscape of Th-cell lineages depends on the individual gene or gene set under consideration. Here, deep time-course transcriptomic profiling generated a resolution allowing for such detailed analysis of the phenotypic identity among closely related immune cell types.

## Materials and methods

### Mice

Balb/c mice were bred under specific pathogen-free conditions at the Charite, Berlin. All animal experiments were performed in accordance with the German animal protection with permission from the local veterinary offices.

### Cell culture and *in vitro* differentiation

Cells were isolated and cultured as previously described (7). Briefly, naïve CD4+ CD62L^hi^ T cells were isolated from pooled spleen and lymph node cells of 5–8-week-old Balb/c mice using a two-step magnetic sorting strategy (MultiSort Kit, Miltenyi Biotec). T cells were cultured in RPMI 1640+GlutaMax-I supplemented with 10% (v/v) FCS (Gibco), penicillin (100 U/ml; Gibco), streptomycin (100 µg/ml; Gibco), and ß-mercaptoethanol (50 ng/ml; Sigma). Cultures were prepared by stimulation with plate-bound 2.5 µg/ml anti-CD3ϵ (145-2C11) and 3 µg/ml soluble anti-CD28 (37.51, both from BD Biosciences). For Th1 differentiation, 10 ng/ml IL-12 (R&D Systems) and 10 µg/ml anti–IL-4 (11B11) were added. For Th2 differentiation, 30 ng/ml IL-4 (R&D Systems), 10 µg/ml anti–IL-12 (C17.8), and 10 µg/ml anti–IFN-γ (AN18.17.24) were added. Hybrid Th1/2 cells were cultured with 10 ng/ml IL-12 and 30 ng/ml IL-4. Th0 cells were generated under neutral conditions with anti–IL-12, anti–IFN-γ, and anti–IL-4. Cell cultures were transferred to a new plate, split on day 2, and analyzed at day 5. Transcription factor and cytokine stainings were performed as previously described (7). T-bet and GATA-3 protein amounts were analyzed using FoxP3 staining buffer set (eBioscience) according to the manufacturer’s instructions. Briefly, cells were stained with anti-CD4 (RM4–5) followed by fixation with 1× Fixation/Permeabilization buffer and intracellular staining with PE-conjugated anti–T-bet (4B10) and Alexa-647–conjugated anti–GATA-3 (TWAJ, both from eBioscience) in 1× permeabilization buffer. Cells were washed in 1× permeabilization buffer and analyzed by FACS.

### Microarrays and data processing

Illumina microarrays (Illumina Mouse Sentrix-6) were used to profile T-cell gene expression under polarizing conditions at 10 time points. Data were background-corrected, quantile-normalized, and log2-transformed. As an additional filtering step, we selected only probes whose expression was above the median expression across all groups and timepoints for at least one condition. Afterward, we selected only probes that had gene annotations for Entrez Gene ID, RefSeq ID, and gene symbol, resulting in the analysis of 18,284 probes (out of 46,089), matching to 12,479 expressed genes.

### Identification of kinetic genes and temporal patterns

To identify kinetic genes, we first ran MaSigPro (29) on individual CD4+ T-cell subsets to only consider time as an explanatory variable in the MaSigPro regression model. Additionally, we considered genes as kinetic that had a two-fold increase compared to time 0 at two consecutive time points. To identify temporal patterns, we employed hierarchical clustering separately for each cell type based on the respective set of identified kinetic genes. As a distance metric, we used gene–gene correlation analogous to the default clustering option employed in the MaSigPro package. The resulting dendrogram was cut at a prescribed number of clusters (**Figure S5**).

### Selection of quantitative and qualitative differentially expressed genes

To evaluate differences between individual groups such as Th1 vs. Th2, we first selected the union of all kinetic genes, i.e., all genes that had previously been identified as kinetic in at least one cell type. For this set of genes, we employed the MaSigPro workflow on all groups combined, thus considering time and group identity (Th1/Th2/Th12/Th0) as explanatory variables. The workflow consists of two steps that both employ regression models: first, significant genes are identified based on an F-test for nested models, and for those genes significant regression coefficients are identified in a stepwise fashion. Based on the first step, p-values are provided which indicate whether a gene was detected as differentially expressed in any comparison. Out of this set of significant genes, the second step allows to identify significant profile differences for individual comparisons, which we here named “quantitative DEG”. As a next step, we computed for each gene the kinetic correlation using pairwise comparisons between cell types across all time points. Reasoning that a high correlation indicates a similar transcriptomic trajectory, we defined a correlation index 1-*r*, where *r* is the Pearson correlation coefficient. Thus, genes with differential kinetics and low correlation are assigned high correlation indices. Based on the correlation index, we added an additional filtering step and identified all DEG with correlation index greater than 0.3 between cell types as “qualitative DEG” (**Figure 3A–C**).

### Pathway analysis

For pathway analysis, gene sets were pooled from the public REACTOME, GO:BP, Msigdb:Hallmark, and Msigdb:C23:Wikipathways databases. We excluded gene sets with less than three or more than 1,000 genes. Pathway overrepresentation analysis was performed by applying a hypergeometric test on gene sets of all databases combined after background correction. All enrichment analyses were conducted using the ClusterProfiler package in R.

### Linear model analysis

We used the following model to describe the expression for a gene *i* expressed in cell type *j* as a function of Th1 and Th2 expression: *Y_i,j_* =*β_i_*,*_Th1_Y_i_*,*_Th1_* + *β_i_*,*_Th2_Y_i_*,*_Th2_* + *ϵ*. Here *Y_i,j_* represents the gene expression for cell type *j* ϵ {Th0,Th1/2} , and *Y_Th1_* (*Y_Th2_*) the gene expression of Th1 and Th2, respectively. The coefficients *β_Th1_* and *β_Th2_* denote the contribution of the respective cells to explaining the expression for *Y_i,j_*. Fitting the model to each gene of the Th1vTh2 qualitative DEG allowed classification into the categories Th1-like, Th2-like, Superposition, and Independent, based on significance of the regression fit coefficients *β_Th1_* and *β_Th2_* (see **Figure 4A** and **Figure S4A**). Of note, some fits showed a mixed combination of positive and negative coefficients, which would indicate a combined effect of negative and positive regulation. However, in all those cases the negative coefficient was not significant.

### Statistics and availability of computer code

The p-values derived from maSigPro or other methods were corrected for multiple-testing using the Benjamini–Hochberg method, if applicable. The resulting false discovery rate (FDR) or simple p-value was regarded significant at a significance level of 0.05, except for pathway enrichment analysis, where we accepted values of FDR<0.1. The R-scripts developed for kinetic gene expression analysis are deposited at https://github.com/burt-sysbio/CD4_timecourse_transcriptomics.

## Data availability statement

The microarray data presented in the study are deposited in the Gene Expression Omnibus (GEO) database under accession number GSE200250. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200250.

## Ethics statement

The animal study was reviewed and approved by Landesamt für Gesundheit und Soziales (Lageso), Berlin, Germany.

## Author contributions

PB, ZB, and SS performed statistical gene expression analysis, supervised by KT; MP and CP carried out all experimental work, supervised by ML; ANH analyzed flow cytometry data. MF, ANH, TH, ML, and KT designed research. PB and KT wrote the paper with input from CP, ANH, and ML. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the German Research Foundation (DFG, grants TH 1861/4-1 to KT, LO 1542/4-1 and LO 1542/3-1 to ML, DFG-TRR241-A05 and INST 335/597-1 to ANH, and under Germany’s Excellence Strategy, EXC2151 and EXC2047 to KT), the Leibniz Association (“Best minds” program, to KT), the Joachim Herz Stiftung (Add-on Fellowship, to PB), the European Union (FP7, Marie Curie ITN QuanTI, grant TP6 to ML), the Volkswagen Foundation (Lichtenberg Program to ML and to ANH, and “Corona Crisis and Beyond” grant to ANH), the Dr. Rolf M. Schwiete Foundation (grant 2021-035, to ML), the Willy Robert Pitzer Foundation (Osteoarthritis Research Program to ML), and the Berlin Institute of Health (Clinician Scientist grant, to ANH).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 1

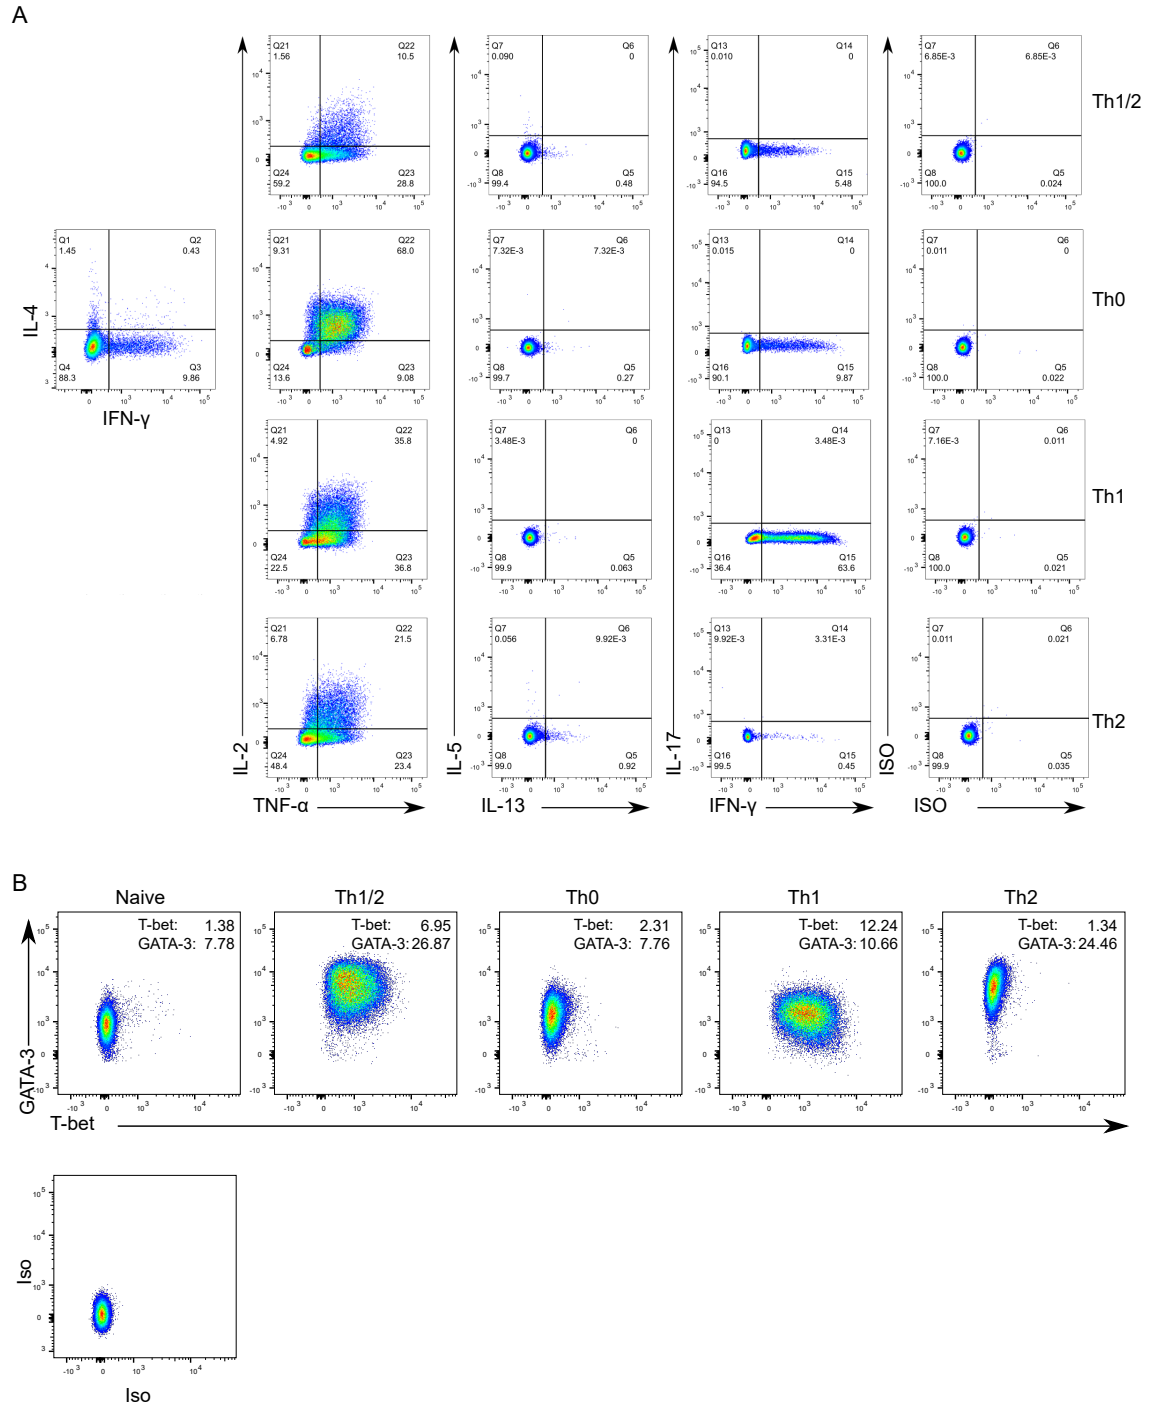

Figure S1: Flow-cytometric evaluation of Th cell subsets. (A) Flow cytometry analysis of signature cytokines of mouse-derived naïve CD4<sup>+</sup> Th cells exposed to polarizing Th1, Th0, Th2 and Th1/2 conditions 120 hours after activation. (B) Staining for signature transcription factors of Th cell subsets for the same conditions as in (A). Geometric mean indices for T-bet and GATA-3 are shown.

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 2

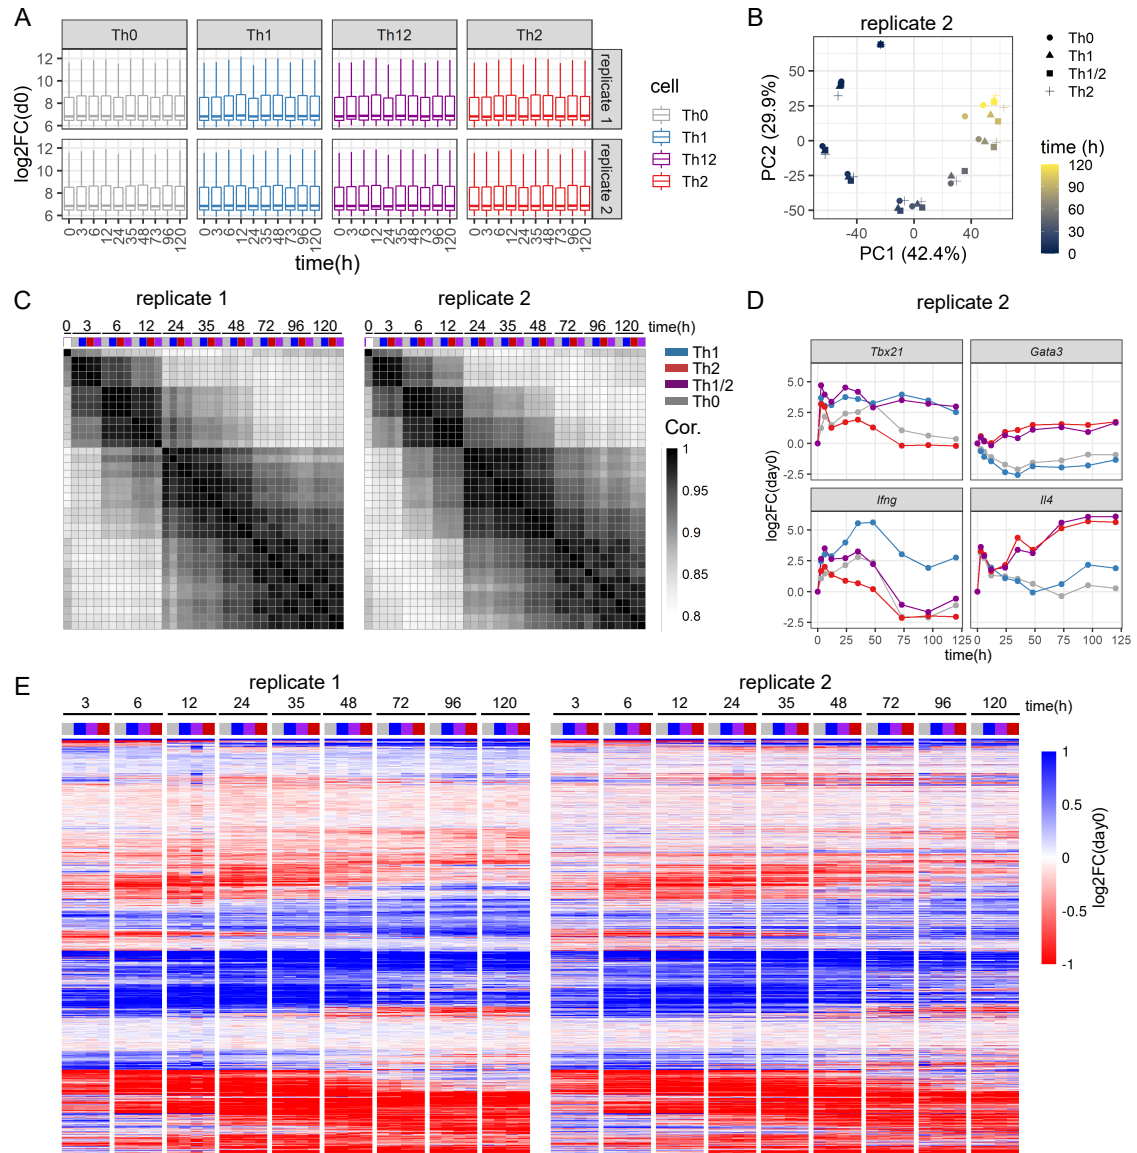

Figure S2: Exploratory data analysis and quality controls. (A) Gene expression distributions for individual samples after data cleaning and normalization. (B) PCA for replicate 2. (C) Correlation heatmaps (Pearson correlation) for all time points and conditions. (D) Transcription factor and signature cytokine dynamics for Th cell subsets in replicate 2. (E) Heatmap of all expressed genes (replicate 1 and 2). Genes in both replicates are sorted using hierarchical clustering based on output from replicate 1. Cell types are indicated by color as in panel (A). Expression values are normalized to day 0.

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 3

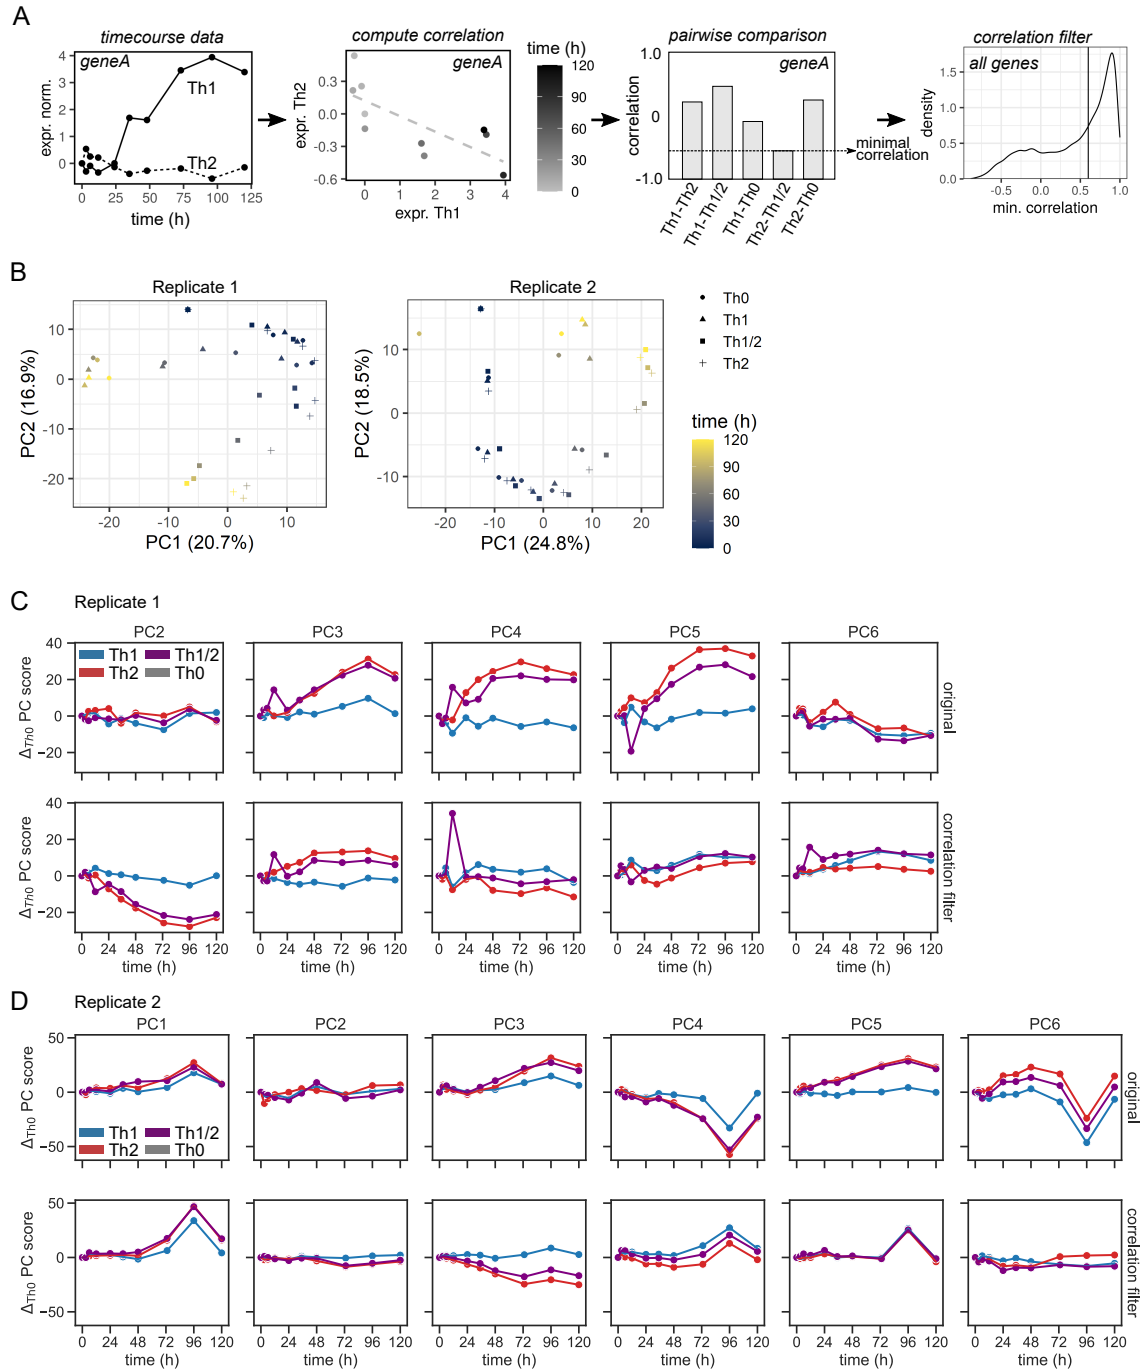

Figure S3: Workflow to remove highly correlated genes. (A) Gene-wise correlation was computed for all pairwise comparisons between samples. All genes with correlation coefficient exceeding a threshold value in at least one comparison were removed (cf. Methods). (B) Principal component (PC) analysis of the differentiation time course after removal of highly correlated genes. Cell subsets are indicated by marker shape. Time of measurement is indicated by color. (C-D) Time-evolution of principal components with and without removal of highly correlated genes. Shown are PC values subtracted by the value of the Th0 condition for replicate 1 (C) and replicate 2 (D).

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 4

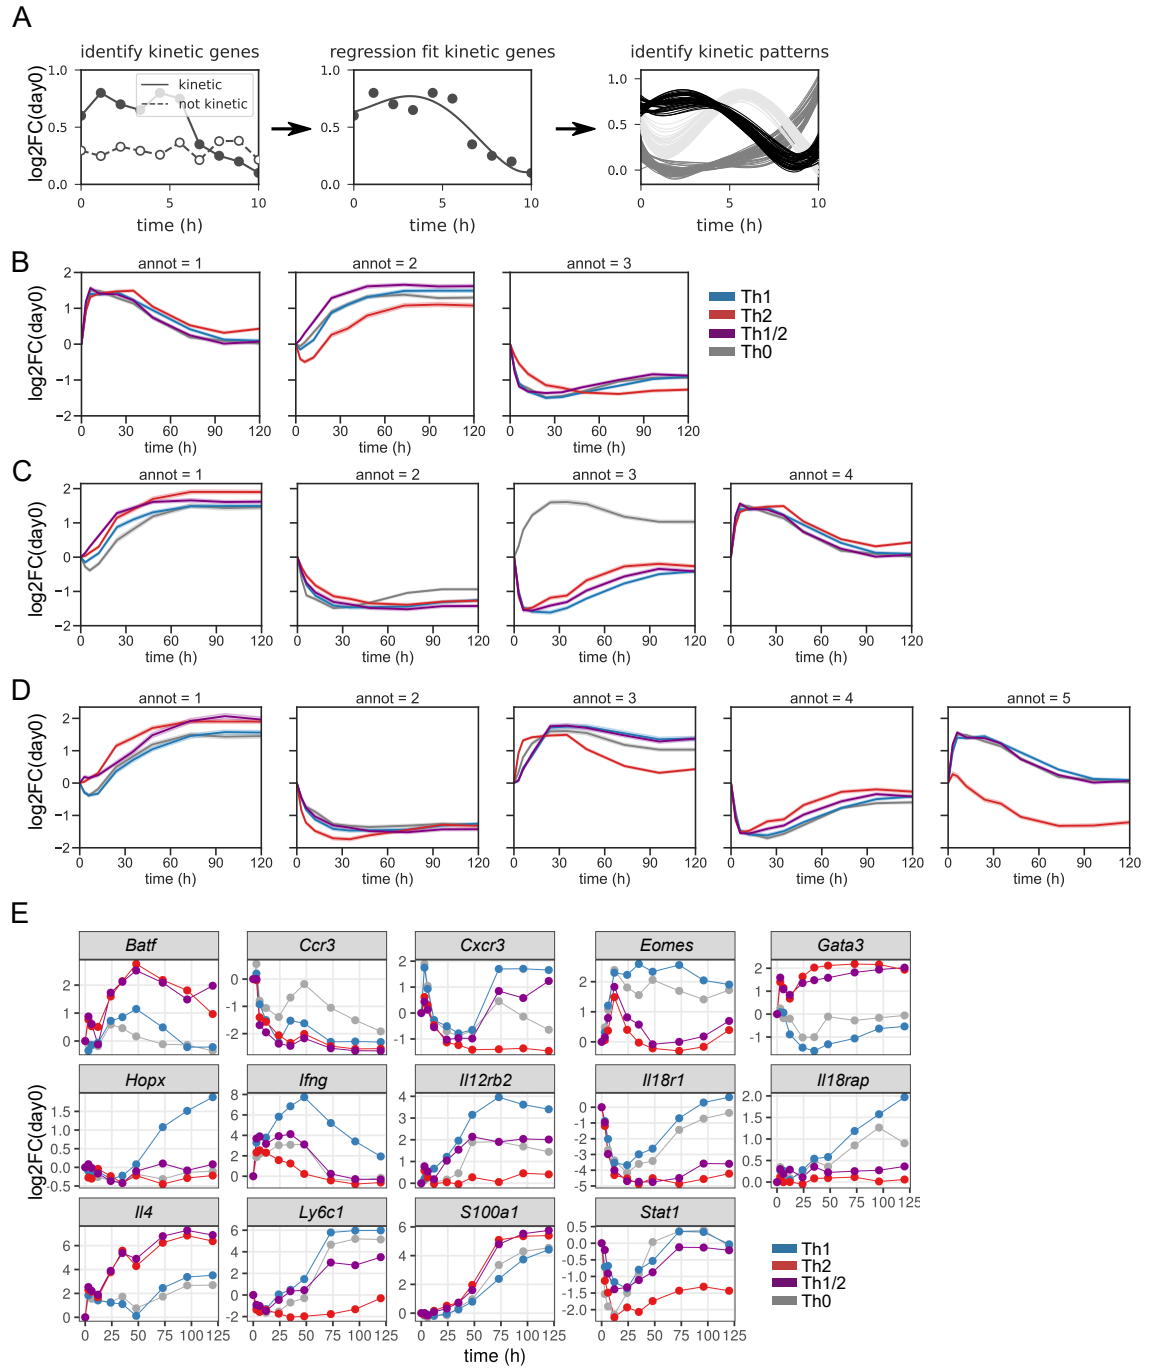

Figure S4: Supplementary analysis of kinetic gene expression profiles. (A) Regression-based MaSigPro workflow to analyze kinetic gene expression profiles. Kinetic genes are identified by regression and then clustered based on gene-gene correlation (cf. Methods). (B-D) Kinetic gene expression patterns computed setting the number of clusters to  $n=3, 4$  and 5. Shown are average gene expression values in each kinetic cluster for all cell types as indicated by color. (E) Expression kinetics of genes that exhibit cluster switches. Shown are genes with different kinetic cluster assignments between at least two cell types, and which are differentially expressed in at least one comparison (cf. Table S1).

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 5

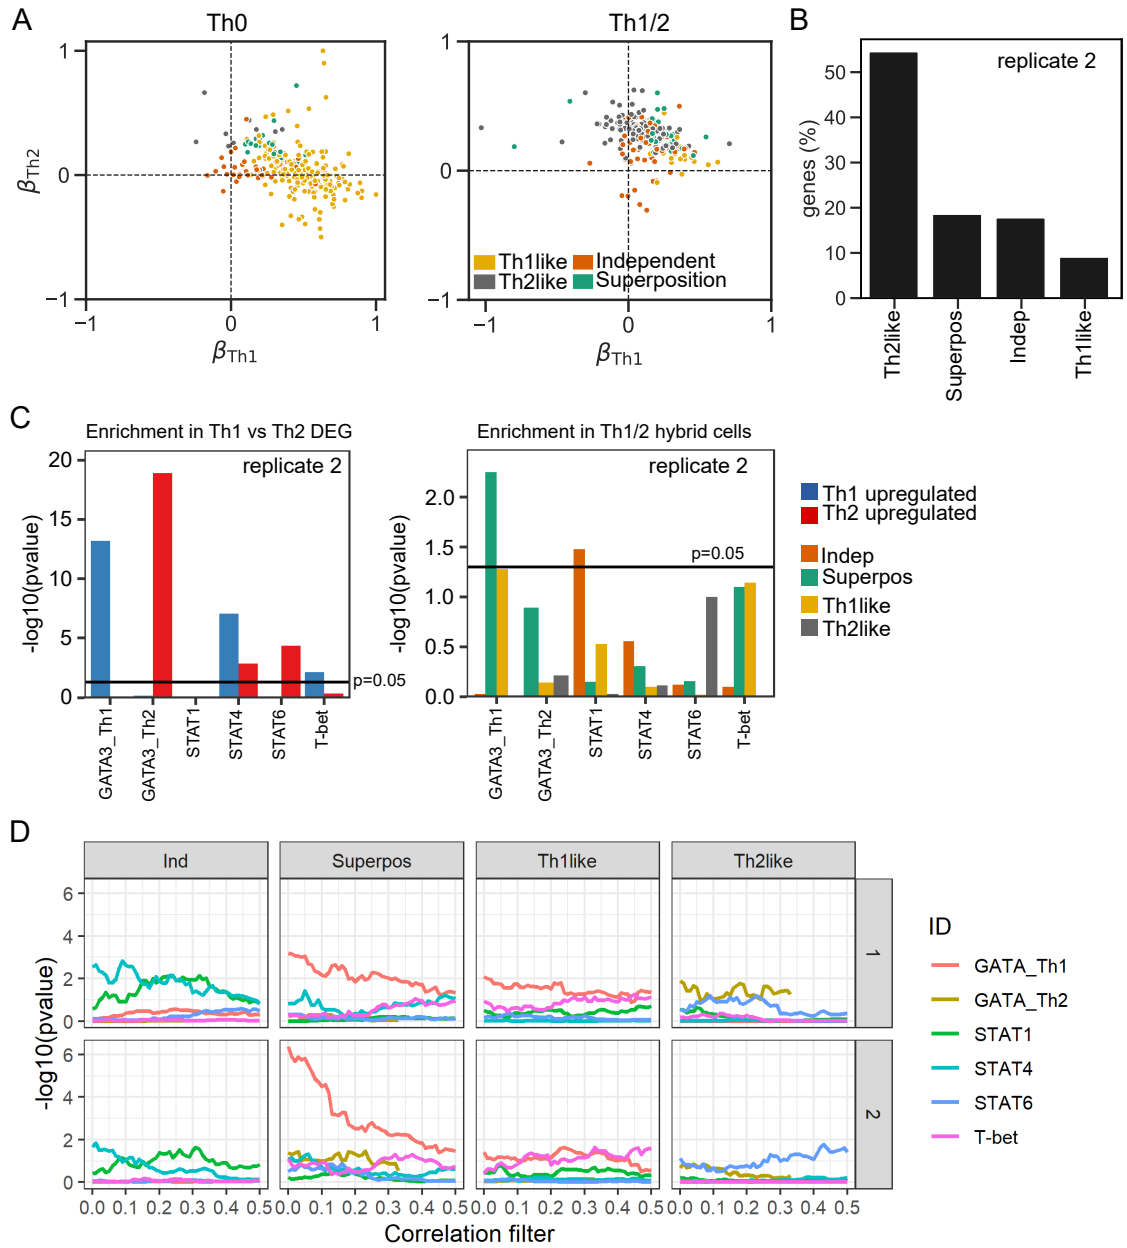

Figure S5: Supplementary analysis of gene expression profiles in Th1/2 hybrid cells. (A) Regression coefficients  $\beta_1$  and  $\beta_2$  of the linear regression model employed to identify superimposed, Th1like, Th2like and independent genes in Th0 and Th1/2 cells (cf. Methods and Figure 4A). Coefficients were normalized to the maximum value. (B) Category assignment into independent, superimposed, Th1like and Th2like genes for replicate 2 (cf. Figure 4C). (C) Enrichment results of transcription-factor target gene-sets for replicate 2 (cf. Figure 4D). (D) Enrichment of transcription-factor target gene-sets for different values of the correlation filter in replicate 1 and replicate 2 (cf. Methods).

# Supplementary material for: Dissecting the dynamic transcriptional landscape of early T helper cell differentiation into Th1, Th2, and Th1/2 hybrid cells
**Source:** Front Immunol. 2022 Aug 16;13:928018. doi: 10.3389/fimmu.2022.928018
**Supplement:** Supplementary file 6

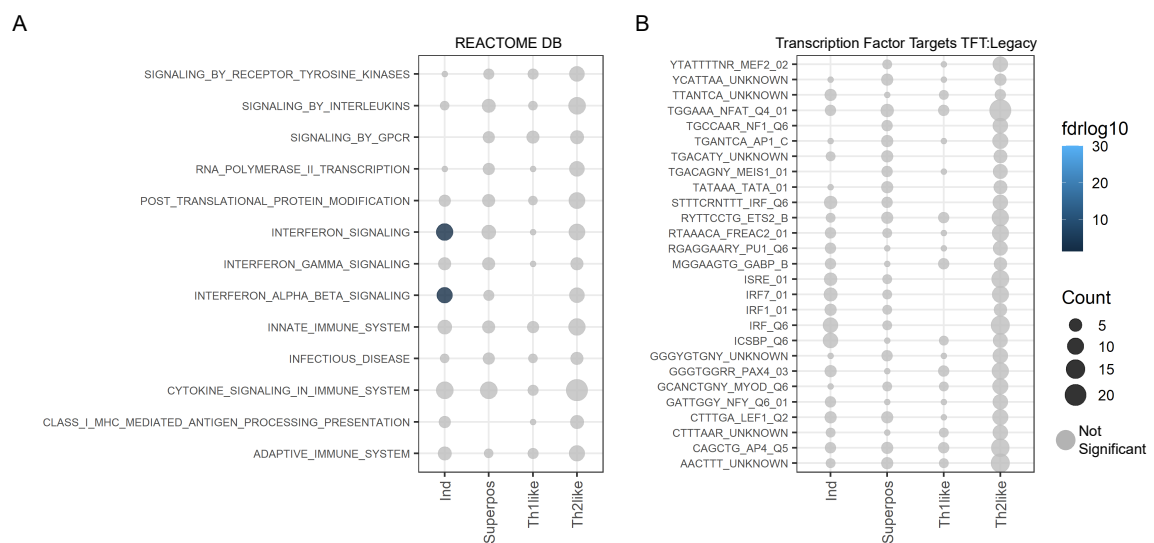

Figure S6: Pathway enrichment analysis for pairwise comparisons of independent, superimposed, Th1like and Th2like genes as derived from the linear model analysis (cf. Figure 4, main text). Pathways were analysed for REACTOME and Transcription Factor Target data bases from msigdb.

How the deposited data were processed for this re-analysis (not part of the article)

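Gene expression was measured on Illumina Mouse Sentrix-6 bead arrays in naive CD4+ T cells at 0 h and in Th0, Th2, Th1/2 hybrid, and Th1 cells at 9 later time points, with 74 arrays in 37 conditions and 1 array per condition in each of 2 experiments. The values used are the intensities deposited by the authors, normalized between arrays on a linear scale. The paper's methods name background correction, quantile normalization, and log2 transformation; the software for these steps is not given in the sources used here. The array medians lie between 107 and 111 and the lowest value is 55.8, so log2 was taken and no further normalization was applied. The plan asked for normexp background correction and quantile normalization of values that are not on the log2 scale; since the values are normalized but linear, this was run as an alternative, chosen after seeing the data, with an offset of 50. No column of the table was left unused.

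Of the probes, 34773 carry 1 gene symbol, 18 carry several, and 10344 carry none and were not analysed here. Expressed probes exceed the median of all values (6.77 on the log2 scale) in the mean of at least 1 condition, and 23115 of those with a symbol were used for 13817 genes. The probe with the highest mean stands for a gene. All computations ran in R 4.3.3 with limma 3.58.1. The model has 1 mean per condition and moderated variances, and p was adjusted over all genes by the Benjamini-Hochberg method at 0.05. A kinetic gene passed limma's F-test over the time points of a cell type against 0 h and changed at least 2-fold in 1 direction at 2 consecutive time points. Quantitative DEG are genes that are kinetic in at least 1 of the 4 cell types (4612 genes) and passed the F-test over the 9 differences between the 2 cell types compared. For qualitative DEG, a subset of these, 1 minus the correlation of the mean time courses had to exceed 0.3. Genes at a single time point had to pass with at least 2-fold difference. Late differences are means over 48 to 120 h and early differences means over 3 to 12 h. Kinetic genes of each cell type were clustered by Ward's method into 3 clusters, and a cluster switch is a qualitative DEG with different clusters in the 2 cell types. For the categories, the log2 fold changes of Th1/2 cells were regressed without intercept on those of Th1 and Th2 cells. The correlation filter before principal component analysis kept genes whose lowest correlation among the compared pairs of cell types was at most 0.6. Gene lists, 21 in number, were fixed before the values were seen; they were compared between cell types by camera with a preset correlation of 0.01 and with an estimated one, and by Fisher's exact test, one-sided, in clusters against all expressed genes and in qualitative DEG against the kinetic genes, with adjustment over the lists. The lists of Figure 1C and the genes labelled in Figures 3B, 4B, and S4E come from figures that show results on these samples. Their values could be seen in these figures, so they are no independent test. Of the 24 labelled genes, 16 were higher and 5 lower in Th1 than in Th2 cells at late time points.

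Genes named in the text are those of the paper's text and of Figures 1C, 3B, 4B, and S4E, members of the fixed lists with the largest differences, the 5 genes with the largest late difference in each direction of each of the 5 comparisons among quantitative DEG with the same sign in both experiments, and the 5 Superposition or Independent genes farthest from the mean of Th1 and Th2 cells. Gene values in the paper's figures and tables had been seen when this rule was written. Genes outside the rule are marked in the text as named after their values were seen. The copy of Table S2 used here is cut off after the first 1996 entries per comparison, and later entries were not used here, so overlaps with it were not computed. The experiment number pairs the samples, since the paper reports 2 independent experiments; within time points, the residuals of the arrays of an experiment had a median correlation across genes of 0.536 over 54 pairs, against 0.106 over all 630 pairs of arrays. With the experiment as a replicate block, 1553 genes were quantitative DEG of Th1 vs. Th2, and the model without the block was kept as planned. Such a block spans all time points, so neither model uses the pairing within time points.

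The steps were tested on simulated data. With a change of 1.5 on the log2 scale in Th1 cells, 99.0% of the changed genes were called kinetic and 0% of the calls were unchanged genes. With a difference of 1 between Th1 and Th2 cells, 95.0% were called quantitative DEG, and 5.88% of the calls were unchanged genes. These rates hold for the simulated data only. In the real data, residuals within time points of an experiment are correlated and 2 arrays stand apart, so the rates may differ there. Alternatives changed the array normalization, probe choice, probe filter, variance model, block, fold and correlation criteria, clustering, regression, and time points, rebuilt the steps of maSigPro (polynomial of degree 3, R2 of at least 0.6), left out the 2 arrays that stand apart in Figures S3C and S3D, and left out the arrays of 1 experiment from 1 cell type at a time. Where this leaves 1 array per condition, limma assumes that it varies like the other conditions. Flow cytometry and the transcription factor target sets were not analysed here.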

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

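The tests on smooth intensity trends, on the genes low in both arrays that stand apart, on RNA from myeloid or B cells, and on IL-4 in the culture were chosen after the results were seen. The test on RNA from myeloid or B cells was run in 3 forms, each with limits set after the values were seen: the median over all 17 markers (0.0597, counted against this explanation), the same with a limit on markers near background (9 of 17 under the median of all values in both cell types, counted as undecided), and the form given below.

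Part of the genes differed between cell types in another way late in the time course than in the first hours. The late difference departed from the early one (interaction in limma, adjusted p under 0.05) for 1209 genes in Th1 vs. Th2, 870 in Th1 vs. Th1/2, 274 in Th1 vs. Th0, 135 in Th2 vs. Th1/2, and 1790 in Th2 vs. Th0. Opposite early and late differences, each past the threshold, were found for 25 genes in Th1 vs. Th2, 27 in Th1 vs. Th1/2, and 23 in Th2 vs. Th0. The early mean of Th1/2 cells and the late mean of Th0 cells each include an array that stands apart, and no counts without them are given here. The guanylate-binding protein gene *Gbp7* was lower in Th1 than in Th1/2 cells early (-0.71, adjusted p = 0.0284) and higher late (1.32, adjusted p = 2.59e-08). The kinase-like gene *Trib2*, named after its values were seen, turned from -0.47 to 1.14 in the same comparison.

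Genes that the paper does not discuss differed strongly from Th0 cells at late time points. *Cxcr1* was higher in Th1 than in Th0 cells by 3.63 on the log2 scale and the cathepsin gene *Ctsw* by 2.09 (8 arrays per cell type, adjusted p = 5.84e-16). Higher in Th2 than in Th0 cells were *Il24* by 5.18, *Asb2* by 3.88 (SE 0.17, adjusted p = 1.16e-21), *Myo6* by 3.86 (SE 0.21, adjusted p = 1.85e-18), and *Serpinf1*, which encodes a secreted serpin, by 3.63 (SE 0.26, adjusted p = 7.27e-15).

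The Th1/2 array at 12 h of experiment 1 and the Th0 array at 96 h of experiment 2 stand apart. A label from another time point is argued against for both, since the same condition ranked 3 and 1 among the 37 arrays of the other experiment, and a label from another cell type at 12 h is argued against for the former, in which 405 genes departed at least 2-fold from the other cell types, against at most 43 in the other cell types at 12 h of that experiment. A smooth trend with intensity does not account for them. The SD of the difference between the experiments was 0.384 and 0.434 before removal of this trend and 0.383 and 0.437 after it. After removal, both lay above the other 35 conditions (at most 0.361). Quantile normalization again gave 0.386 and 0.434. The deposited values were already normalized between arrays, so this step could change little and does not test an overall intensity difference. Of the genes low in the Th1/2 array, 71.6% were low in the Th0 array as well. At most 0.508% of the shared ones were low in the same condition of the other experiment, so a response of the cells is argued against for them. A loss of signal for the same transcripts in both arrays is a candidate explanation for the shared genes. The overlap raised this explanation and does not test it. Over all departing genes, the shared ones included, the departures in the 2 experiments had a correlation of 0.249 for Th1/2 at 12 h. There, 10 of 405 genes departed in both, and a transient response stays undecided. For Th0 at 96 h the correlation was 0.718. Departures are taken from the mean of the other cell types, so lasting differences of Th0 cells raise it as well. Among them is *Il24*, which departed by -4.55 in experiment 2 and -4.95 in experiment 1. The correlation thus cannot tell a transient response at 96 h from lasting differences.

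Of the type I interferon-stimulated genes, 28 of 36 had a late difference between Th2 and Th0 cells that departed from the early one, with medians of 0.09 early and -1.60 late. A difference between the experiments is argued against, since 36 had a lower late mean in Th2 cells in each experiment. All 36 genes were also lower in Th2 cells under each of 3 other normalizations. These start from values already normalized between arrays and could change little, so they do not test the normalization made before deposition. RNA from myeloid or B cells in the Th0 cultures stays undecided. The paper reports magnetic sorting of naive CD4+ T cells before culture, and what was left of other cells was not tested. In Th0 cells, 6 of their markers lay above the median of all values. Their median late difference was 0.54 on the log2 scale (Th2 minus Th0), 4 higher in Th2 cells, 0 lower, and the lowest at -0.05. The 4 had levels of 7.48 to 10.2 in Th0 cells, and their higher levels in Th2 cells could hide a small share of such RNA. The other detected markers lay at 6.82 and 7.03, near the median of all values (6.77). IL-4 in the culture may contribute, as 17 of the 36 genes were lower in Th1/2 than in Th1 cells, which differ by IL-4 and by the antibody against it; this count rests on the Th1 arrays of experiment 1, without which the list's median difference was 0.05. By the culture protocol, Th2 and Th0 cells also differ by IL-4 and by the antibody against it. Both received antibodies against IL-12 and IFN-γ, so the Th2 vs. Th0 difference is itself a contrast of IL-4 with its antibody. A role of IL-4 was found and tested on the same arrays. Whether IL-4 acts on these genes directly stays a hypothesis, and differences between the cultures outside the protocol were not tested.

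The genes that differ between Th1 and Th2 cells at 3 h were higher in Th2 cells in most cases, among them *Prnp* and *Myo6*. An early response shared by both cultures with IL-4 may account for most of them: 79.6% (43 of 54) passed with the same sign in Th0 vs. Th1/2, which shares no array with this comparison, against 0.239 genes for independent lists. Of the 54 genes, 28 had a late difference of the same sign.

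Other assignments of the arrays to the cell types were drawn by exchanging the labels of the 2 cell types within time points and experiments, with 100 splits per comparison, the real one included. Exchanging both experiments at a time point leaves the F-test as it is, so some splits can come close to the real one in their count of quantitative DEG. Chance can be excluded at this number for quantitative DEG: only 1 split of 100, the real one, reached its count, except for Th2 vs. Th1/2, where 2 did. Real and highest other counts were 1386 and 1262 (Th1 vs. Th2), 1128 and 1020 (Th1 vs. Th1/2), 302 and 298 (Th1 vs. Th0), 272 and 272 (Th2 vs. Th1/2), and 1731 and 1680 (Th2 vs. Th0). For genes with a late difference, only 1 split reached the count in each comparison, with 2823 and 2700, 2173 and 1247, 801 and 797, 570 and 556, and 3457 and 3421 in the same order.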

How the results depend on the processing

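Results were computed again under the alternatives set for them, of which normexp with quantile normalization, the clusters over the union of kinetic genes, and the settings marked so below were tests chosen after the results were seen. Late differences of 48 named genes kept their direction in all 864 alternative values, and 862 kept their side of the threshold; the exceptions are *Bst2* between Th1 and Th2 cells (adjusted p = 0.279 without Th1 replicate 1) and *Gata3* between Th2 and Th1/2 cells (0.46, adjusted p = 0.0380 without Th2 replicate 1). Of 270 values of 15 differences of gene lists, 264 kept direction and call; the exceptions are the IFN-γ-induced genes in Th1 vs. Th0, near 0 in the reported value, and the type I interferon-stimulated genes in Th1 vs. Th1/2 (median 0.05, adjusted p = 0.608 without Th1 replicate 1). Of 1168 values of 72 counts and shares, 1001 stayed within 1.5 times the reported count or within the spread between the experiments, and 167 did not. Counts under the replicate block stayed within 1.5 times the reported ones with 1 exception, and those under normexp with quantile normalization without exception. Low intensity limits what can be seen: genes whose probes stay under the median of all values were not tested.

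Without 1 replicate of a cell type, or without replicate 1 or 2, the lowest and highest values were: quantitative DEG 872 to 1409 (Th1 vs. Th2), 737 to 1159 (Th1 vs. Th1/2), 201 to 330 (Th1 vs. Th0), 159 to 270 (Th2 vs. Th1/2), 1144 to 1777 (Th2 vs. Th0); qualitative DEG 46 to 94 (Th1 vs. Th0); cluster switches 4 to 8 (Th1 vs. Th0); genes with a late difference 1407 to 2213 (Th1 vs. Th1/2), 501 to 1166 (Th1 vs. Th0), 351 to 573 (Th2 vs. Th1/2), 2286 to 3488 (Th2 vs. Th0); gene lists called by camera 5 to 9 (Th1 vs. Th1/2); genes in C1 707 to 873 (Th0); genes in C2 1850 to 1947 (Th2); genes in C3 1036 to 1344 (Th1/2), 792 to 974 (Th2); percent of genes 45.7 to 48.6 (Th2-like), 3.70 to 5.35 (Independent), 37.4 to 41.2 (Superposition), 8.64 to 9.47 (Th1-like); shared quantitative DEG 105 to 180; shared qualitative DEG 7 to 13; Th1 vs. Th2 genes at 6 h 15 to 34; Th1 vs. Th2 genes at 12 h 9 to 21; Th1 vs. Th2 genes at 24 h 56 to 136; Th1 vs. Th2 genes at 35 h 77 to 163; Th1 vs. Th2 genes at 48 h 109 to 248; Th1 vs. Th1/2 genes at 24 h 45 to 78; Th1 vs. Th0 genes at 24 h 0 to 15; Th2 vs. Th1/2 genes at 24 h 3 to 15; Th1 vs. Th1/2 genes at 12 h 8 to 354; Th2 vs. Th1/2 genes at 12 h 0 to 251; Th1 vs. Th0 genes at 96 h 87 to 483; Th2 vs. Th0 genes at 96 h 477 to 1113; median of the IFN-γ-induced genes, Th1 vs. Th0 -0.13 to 0.25.

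With at least 2-fold at 2 consecutive time points as a further criterion for DEG: quantitative DEG 113 (Th1 vs. Th0), 299 (Th1 vs. Th1/2), 406 (Th1 vs. Th2), 460 (Th2 vs. Th0), 84 (Th2 vs. Th1/2); qualitative DEG 34 (Th1 vs. Th0), 93 (Th1 vs. Th1/2), 209 (Th2 vs. Th0), 25 (Th2 vs. Th1/2); percent of genes 40.6 (Th2-like); shared qualitative DEG 2; shared quantitative DEG 32. With average linkage: cluster switches 25 (Th1 vs. Th1/2); genes in C1 832 (Th1); genes in C2 1726 (Th1); genes in C3 1411 (Th1/2). With clusters over the union of kinetic genes, chosen after seeing the data: cluster switches 28 (Th1 vs. Th0), 83 (Th1 vs. Th1/2), 137 (Th1 vs. Th2), 148 (Th2 vs. Th0), 18 (Th2 vs. Th1/2); genes in C2 1791 (Th1), 1765 (Th2); genes in C3 1799 (Th0), 1746 (Th1/2). With a correlation index of 0.2: qualitative DEG 84 (Th1 vs. Th0), 260 (Th1 vs. Th1/2), 374 (Th1 vs. Th2), 501 (Th2 vs. Th0), 61 (Th2 vs. Th1/2); shared qualitative DEG 21. With an index of 0.5: qualitative DEG 26 (Th1 vs. Th0), 68 (Th1 vs. Th1/2), 128 (Th1 vs. Th2), 164 (Th2 vs. Th0), 14 (Th2 vs. Th1/2); shared qualitative DEG 4. With experiment 1 alone for the qualitative DEG and the regression, chosen after seeing the data: percent of genes 4 (Independent), 37.3 (Superposition), 11 (Th1-like), 47.7 (Th2-like). The same with p under 0.01, also chosen after seeing the data: percent of genes 14 (Independent), 18.7 (Superposition), 11 (Th1-like), 56.3 (Th2-like). The same with an intercept, also chosen after seeing the data: percent of genes 16.7 (Independent), 26 (Superposition), 47.7 (Th2-like). On the genes of Table S3: percent of genes 8.63 (Independent), 30.5 (Superposition), 11.7 (Th1-like), 49.2 (Th2-like). On these genes in experiment 1 with p under 0.01, chosen after seeing the data: percent of genes 18.8 (Independent), 16.2 (Superposition), 13.2 (Th1-like), 51.8 (Th2-like). On these genes in experiment 1 with an intercept, chosen after seeing the data: percent of genes 20.3 (Independent), 24.4 (Superposition), 45.7 (Th2-like). With genes scaled to unit variance: time share of variance 55.3. With 1.5-fold for kinetic genes: kinetic genes 7328 (any cell type), 6155 (Th0), 6262 (Th1), 6535 (Th1/2), 6493 (Th2); qualitative DEG 263 (Th1 vs. Th1/2), 407 (Th1 vs. Th2), 527 (Th2 vs. Th0), 58 (Th2 vs. Th1/2). Without 0 to 12 h: time share of variance 65.1. Without 12 h and 96 h: percent of genes 4.94 (Independent), 37.9 (Superposition), 8.23 (Th1-like), 49.0 (Th2-like). Without the 2 arrays that stand apart (for the clusters chosen after seeing the data): genes in C2 1168 (Th1/2); genes in C3 1554 (Th1/2); median of the IFN-γ-induced genes, Th1 vs. Th0 -0.0379; Th1 vs. Th1/2 genes at 12 h 11; Th2 vs. Th1/2 genes at 12 h 1. With log2 levels in the regression: percent of genes 55.6 (Superposition), 4.53 (Th1-like), 38.3 (Th2-like). With a correlation filter of 0.4: Th1 to Th2 distance at 24 h, percent of maximum 27.1. With a filter of 0.8: Th1 to Th2 distance at 24 h, percent of maximum 36.2. With the mean of a gene's probes: percent of genes 10.6 (Th1-like); median of the IFN-γ-induced genes, Th1 vs. Th0 -0.00608. Without a fold criterion for kinetic genes: kinetic genes 10338 (any cell type), 9011 (Th0), 8887 (Th1), 9497 (Th1/2), 9084 (Th2); qualitative DEG 86 (Th1 vs. Th0), 364 (Th1 vs. Th1/2), 550 (Th1 vs. Th2), 732 (Th2 vs. Th0), 72 (Th2 vs. Th1/2); shared qualitative DEG 17. With p under 0.01 in the regression: percent of genes 5.35 (Independent), 29.6 (Superposition), 8.64 (Th1-like), 56.4 (Th2-like). After quantile normalization again: percent of genes 8.54 (Th1-like). With the rebuilt maSigPro steps: quantitative DEG 667 (Th1 vs. Th0), 538 (Th2 vs. Th1/2); qualitative DEG 210 (Th2 vs. Th0); percent of genes 7.83 (Th1-like), 46.4 (Th2-like); shared quantitative DEG 429. With the replicate block: Th1 vs. Th0 genes at 24 h 2. With ward.D2: cluster switches 20 (Th2 vs. Th0); genes in C2 1018 (Th1/2); genes in C3 1755 (Th1/2). With an intercept in the regression: percent of genes 9.05 (Independent), 37.0 (Superposition). Leaving out arrays lowers the power of a test by construction, and a stricter or looser criterion changes its own count by construction; apart from this, the cause was not tested.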

Differences from the paper's values

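Tests chosen only after the results were seen are the clusters over the union of kinetic genes and the regressions of experiment 1. Counts of DEG are set beside the paper's at its correlation criterion, but with limma's F-test in place of the regression steps of maSigPro; the alternatives named as set before the data were examined include these steps rebuilt. A value is said to differ where one is more than 1.5 times the other and, for shares, the gap also exceeds the SD between the experiments.

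For quantitative DEG, the paper gives 706 for Th1 vs. Th2, and 1386 were found here. Of 21 alternatives set before the data were examined, 2 lie within 1.5 times the paper's value, without Th1 replicate 1 (872) and without Th2 replicate 1 (892), and the other 19 do not. For Th1 vs. Th1/2, the paper's value is about 630 in Fig. 3C, read by eye, against 1128 here; 3 alternatives lie within 1.5 times (mean of a gene's probes with 937, without Th1 replicate 1 with 737, without Th1/2 replicate 1 with 802), and 18 do not. For Th2 vs. Th0, it is about 710 in Fig. 3C, read by eye, against 1731 here, and all 21 alternatives differ by more than this. For qualitative DEG of Th1 vs. Th0, the paper's value is about 35 in Fig. 3C, read by eye, against 54 here. Of 25 alternatives, 10 do not differ: 2-fold at 2 consecutive time points, array median centring, a correlation index of 0.5, leaving out the 2 arrays that stand apart, the mean of a gene's probes, quantile normalization again, the rebuilt maSigPro steps, and leaving out naive replicate 1, naive replicate 2, or Th1/2 replicate 1. The other 15 do. The correlations in Table S2 lie within 0.01 of those of experiment 1 alone for 79.2% of the genes compared and of those of the mean of both experiments, used here, for 8.20%, so the correlation criterion was not applied to the same values. For qualitative DEG shared by Th1 vs. Th1/2 and Th2 vs. Th1/2, the paper's value is about 18 in Fig. 3E, read by eye, against 11 here; 6 of 25 alternatives do not differ (a correlation index of 0.2, 1.5-fold or no fold criterion for kinetic genes, quantile normalization again, the rebuilt maSigPro steps, without Th1/2 replicate 2), and 19 do.

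Cluster switches were fewer here. The paper gives 111 for Th1 vs. Th2, against 28 here, and, read by eye in Fig. 3C, about 71 for Th1 vs. Th1/2 (15 here), about 18 for Th1 vs. Th0 (10 here), about 24 for Th2 vs. Th1/2 (4 here), and about 120 for Th2 vs. Th0 (45 here). All 4 alternatives set before the data were examined differ in each of the 5 comparisons. With clusters over the union of kinetic genes, a setting chosen after seeing the values, the switches number 137, 83, 28, 18, and 148 in this order, within 1.5 times the paper's values except for Th1 vs. Th0; how many of the paper's own switching genes it drops was not counted, since Table S2 is used here in part. For cluster sizes, the paper's value for C2 in Th2 cells is about 1800 in Fig. 2C, read by eye, against 1062 here; average linkage and the experiments taken alone (without replicate 1, without replicate 2) do not differ, and ward.D2 does. For C3 in Th1/2 cells, it is about 1700 in Fig. 2C, read by eye, against 887 here; average linkage, ward.D2, and without replicate 2 do not differ, and without replicate 1 does. The clusters over the union of kinetic genes, chosen after seeing the values, hold 1765 and 1746 genes here, and which of the paper's genes they drop was not counted.

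For the categories of Th1/2 genes, the paper gives 20% Independent, against 1.65% here, and about 19% Superposition in Fig. 4C, read by eye, against 45.7% here. Figure S5B gives the categories for replicate 2 beside Fig. 4C, which thus appears to show replicate 1, while the shares here come from the mean of both experiments; experiment 1 alone gives 5.35% Independent and 37.4% Superposition on the same genes. All 15 alternatives set before the data were examined differ for both. Settings chosen after seeing the values come within 1.5 times of the paper's shares: on the genes of Table S3 in experiment 1, Independent is 20.3% with an intercept and 18.8% with p under 0.01, and Superposition is 24.4% and 16.2%; of the 43 genes found here that the paper calls Independent, these settings drop 15 and 16. With the qualitative DEG and the regression from experiment 1 alone, also chosen after seeing the values, Independent is 16.7% with an intercept and 14% with p under 0.01, and Superposition 26.0% and 18.7%; how many of the paper's Independent genes these drop was not counted.

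The paper states that Superposition and Independent genes occur at nearly the same frequency; here they number 111 and 4. It states that C1 is slightly less frequent than C2 and C3; here C1 is the smallest cluster in none of the 4 cell types; in Th0 cells C1 holds 1268 genes and C3 1040, and in Th2 cells C1 holds 1159 and C2 1062. This order is not stable: with replicate 1 or replicate 2 left out, C1 in Th0 cells holds 707 or 873 genes and is the smallest cluster there, and C2 in Th2 cells holds 1850 or 1947 genes and is larger than C1. It states that *Tbx21* in Th0 cells behaves like in Th2 cells; here it differs between them at 3 h and at 48 h and not at the other 7 time points. Of the 30 genes of Figure 1C measured here, the figure's classification and the one here give kinetic for the same 22 and not kinetic for the same 6, and differ for *Foxp3*, kinetic in Figure 2D alone, and *Ccr4*, kinetic here alone. Cluster assignments match in 51 of 67 pairs of gene and cell type that are kinetic in both; among the others, Figure 2D places *Tbx21* and *Ifng* in Th2 cells in C3, where both are in C1 here.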

Other observations

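Tests on genes of amino acid and cholesterol synthesis and on markers of other cells below come from lists fixed in advance, and no test in this part was chosen after its result was seen.

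Activated cells of all 4 types switched on genes that make building blocks. *Asns*, which encodes asparagine synthetase, rose by 6.65 on the log2 scale in Th1/2 cells at 48 h (SE 0.41, n = 2, adjusted p = 3.55e-17, limma), with 6.69 and 6.62 in the 2 experiments, and *Shmt1*, a gene of one-carbon metabolism, by 4.48 in Th1/2 cells at 6 h (SE 0.32, adjusted p = 6.44e-15). Of 11 genes of amino acid transport and one-carbon metabolism, 9 or 10 were higher at 24 h than at 0 h in each cell type, and none was lower. *Sqle*, which encodes squalene epoxidase, rose by 3.13 in Th0 cells at 6 h (SE 0.15, adjusted p = 5.79e-20), and 13 to 15 of 17 genes of cholesterol synthesis were higher than at 0 h in each cell type at 120 h. At late time points, 2 of the 17 were higher in Th2 than in Th1/2 cells (camera adjusted p = 1.44e-04; adjusted p = 0.326 with an estimated correlation). *Txnip*, a gene of quiescent cells, fell to -6.25 in Th1/2 cells at 24 h (SE 0.48, adjusted p = 1.20e-14).

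Markers of myeloid and B cells fell during culture in most cases. Of 3 CD8 T-cell and NK-cell markers, 1 was kinetic in each cell type. The lysozyme gene *Lyz1* lay at -5.07 in Th1/2 cells at 96 h (SE 0.33, adjusted p = 1.42e-16), the invariant chain gene *Cd74* at -4.52 in Th0 cells at 120 h (SE 0.52, adjusted p = 1.78e-09), and the hemoglobin gene *Hba-a1* at -5.57 in Th1/2 cells at 120 h (SE 0.34, adjusted p = 2.85e-17). Of 9 myeloid markers, 8 were lower at 24 h than at 0 h in each cell type, but *Adgre1* rose in Th2 cells by 2.63 at 120 h (SE 0.19, adjusted p = 1.57e-15; 3.44 and 1.83 in the 2 experiments) and *Lst1* by 2.10 at 96 h (SE 0.19, adjusted p = 2.62e-12). Of 8 B-cell markers, 6 or 7 were lower at 24 h in each cell type. The chemokine genes *Ccl4* and *Ccl3* rose by 6.98 and 5.97 in Th1 cells at 24 h and 35 h (SE 0.61 and 0.30).

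Ribosome biogenesis genes had lower late levels in Th2 than in Th0 cells, 11 of 25 against 1 higher (15 and 2 adjusted over the list alone; camera adjusted p = 0.00121, and adjusted p = 0.333 with an estimated correlation). Type I interferon-stimulated genes differed between the experiments in Th1 cells at 73 h, with medians of 1.58 and 0.06 above 0 h.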
